# Age-related changes in the transcriptome of antibody-secreting cells

**DOI:** 10.18632/oncotarget.7958

**Published:** 2016-03-07

**Authors:** Senthil Kannan, Noor Dawany, Raj Kurupati, Louise C. Showe, Hildegund C.J. Ertl

**Keywords:** ASCs, B cells, cell metabolism, programmed cell death, oxidative phosphorylation, Gerotarget

## Abstract

We analyzed age-related defects in B cell populations from young and aged mice. Microarray analysis of bone marrow resident antibody secreting cells (ASCs) showed significant changes upon aging, affecting multiple genes, pathways and functions including those that play a role in immune regulation, humoral immune responses, chromatin structure and assembly, cell metabolism and the endoplasmic reticulum (ER) stress response. Further analysis showed upon aging defects in energy production through glucose catabolism with reduced oxidative phosphorylation. In addition aged B cells had increased levels of reactive oxygen-species (ROS), which was linked to enhanced expression of the co-inhibitor programmed cell death (PD)-1.

## INTRODUCTION

Aging is characterized by a gradual deterioration of biological processes. The genome becomes unstable and accumulates mutations due to exogenous insults as well as endogenous sources of DNA damage such as increased production of reactive oxygen species (ROS), replication errors and declines in DNA repair mechanisms [1, 2]. In the same token mitochondrial DNA increasingly becomes damaged [3, 4] and energy production through the respiratory chain deteriorates [5]. As a consequence the aged become increasingly vulnerable to environmental challenges such as infections [6, 7]. Due to the numerous defects, functions of the immune system become impaired [8-10] during aging, leaving the elderly more susceptible to infection and less responsive to vaccines. The output of naïve cells of the adaptive immune system gradually declines [11]. T and B cell repertoires become more restricted [12-13] and CD4^+^ T cells loose the ability to provide appropriate help for differentiation of B cells into ASCs [14]. This together with intrinsic B cell defects reduces antibody responses in the aged [15].

Here we further elucidated in mice the age-related defects in B cell populations. Whole genome expression arrays comparing bone marrow-derived ASCs from young and aged mice showed disparity of expression in over 1500 genes and distinct clustering. Genes that were differentially expressed participate in numerous pathways and functions including immunological and metabolic functions. Functional analyses showed severe reductions in oxidative phosphorylation (OXPHOS), which was linked to increased levels of transcripts for lactose dehydrogenase (Ldh-a) with concomitant reduction in pyruvate dehydrogenase (Pdhx) suggestive of diminished use of glucose for energy production through the tricarboxylic acid (TCA) cycle. This was combined with increased expression of PD-1 and levels of cellular (c)ROS.

## RESULTS

### ASCs and their precursor populations are decreased in aged mice

We measured the number of ASCs in the spleens and bone marrow of young and aged mice using multicolor flow cytometry (Figure 1A). ASCs were significantly reduced in the aged mice in both the bone marrow and the spleen - the two primary reservoirs for ASCs (Figure 1B). The reduction was especially pronounced in the bone marrow, suggesting either reduced generation of long-lived ASCs or a decline in their life span.

**Figure 1:**
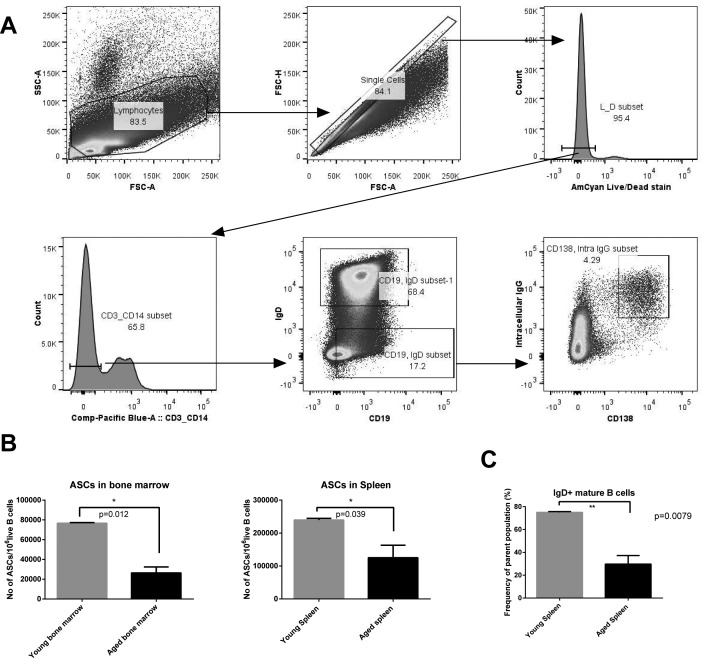
Gating strategy and numbers of ASC and mature B cells **A.** shows the gating strategy used to identify ASCs (Antibody Secreting Cells) - CD3^−^ CD14^−^ Live IgD^−^ CD19^+^ CD138^+^ Intracellular IgG^+^. **B.** shows numbers of ASCs in the spleen and bone marrow of young and aged mice. **C.** shows frequencies of mature naïve B cells. Aged mice are shown in black columns and young mice in grey columns. * denotes significance by *t* tests (ASCs in bone marrow: *p* = 0.0012; ASCs in spleen: *p* = 0.03; Frequencies of mature B cells: *p* = 0.0079.

In order to see if this discrepancy in ASC numbers was a remnant of a difference in their precursor population, we enumerated percentages of mature naive B cells within the entire B cell population. We noticed significantly lower percentages of mature B cells in the aged mice (Figure 1C). This corroborates previously observed data showing that bone marrow output of naïve B cells is decreased upon aging [11].

### Microarray analysis of ASCs shows multiple differences in transcriptome

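Gene expression of sorted bone marrow ASCs was measured on Illumina MouseWG-6 v2 BeadChips, on which the brightness of each probe reports the level of a transcript. The deposited arrays hold 9 samples from young mice (6 to 8 weeks of age) and 6 samples from aged mice (over 17 months), on 17 arrays, because young samples 3 and 4 were each measured on 2 arrays. The paper tested cells of single mice or, where cells were few, of pooled mice, and which of the samples are pools is not given. It names as many young mice as there are young samples, but more aged mice than aged samples. On these counts pooling falls in the aged group and cannot be told apart from age. An SD over samples, above all over aged samples, may therefore not be one over mice. The deposited signals were not normalized by the authors. The median signal per array had a median of 272 in the young and 256 in the aged group. The number of probes with a detection p-value under 0.05 was 8998 to 15864 per sample (median 12368) in the young and 10401 to 17120 (median 12506) in the aged, a difference that did not exceed the spread between samples (two-sided exact permutation test, p = 0.333). For young samples 3 and 4 a probe counted as detected if either array detected it, which raises the numbers of these samples. Counted per array, the median was 11131 in the young and 12506 in the aged group, and these counts were not tested. The signals were quantile normalized, put on a log2 scale and averaged over the arrays of each sample. Probes detected in at least 7.5 of the 15 samples, and whose highest and lowest samples differed by at least 1.2-fold, were tested. Aged and young samples were compared with limma, with Benjamini-Hochberg adjustment over these 11073 probes. All log2 fold changes are aged minus young, and the number of arrays limits their precision. Lists of genes written before the data were examined, but after the paper's table of probes (Suppl. Table 1) had been seen, were tested with limma's camera on the brightest probe of each gene.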

To elucidate age-related changes in ASCs, we isolated bone marrow resident ASCs from 9 young and 10 aged mice by cell sorting and profiled whole genome cDNA expression using Illumina Bead Arrays. We tested cells from individual mice or if cell numbers were low from pooled samples as indicated. The aim of these experiments was to compare cells at the gene expression level and identify differently expressed genes, pathways and functions. A total of 2175 probes were differentially expressed in ASCs from young mice compared to aged mice (Suppl. Table 1), at a p-value of 0.05. Of these probes, 1411 (65%) were more highly expressed in the aged mice while 764 (35%) had higher expression in the young mice. 

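ASCs from aged and young mice differed at 153 probes at an adjusted p under 0.05 from limma, and at 1560 probes at an unadjusted p under 0.05. Mt1, which encodes a metal-binding metallothionein, had the smallest p, with a log2 fold change of 1.99 (standard error 0.24, adjusted p = 0.000652 from limma). Its log2 signal was 9.03 ± 0.46 (SD, n = 9) in young and 11.03 ± 0.45 (SD, n = 6) in aged samples. Of the paper's 2175 probes, 1439 passed the filter used here, and 1248 of these had an unadjusted p under 0.05. All 2175 had the direction that the paper's table gives, and all 153 probes at an adjusted p under 0.05 are among them. Both come from the same arrays with quantile normalization, so this overlap is not independent evidence. The count of 153 depends on single samples, since it was 40 without aged sample 3 and 317 without aged sample 2.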

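Of the probes at an adjusted p under 0.05 from limma, 117 were higher and 36 lower in aged ASCs. At an unadjusted p under 0.05, 976 were higher and 584 lower, so that 62.6% were higher. Counted by gene, with the brightest probe of each of 6289 named genes, 71 genes were higher and 24 lower at an adjusted p under 0.05. The balance depends on the scaling of the arrays. With each array scaled to its 75th percentile, 82 probes were higher and 7 lower at the adjusted threshold, and 80.1% of the probes at an unadjusted p under 0.05 were higher.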

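At an unadjusted p under 0.01 from limma 622 probes differed, 421 of them higher and 201 lower in aged ASCs. On these probes the first principal component held 54.3% of the variance and the second 8.8%, and the first separated all aged from all young samples. Probes chosen for their difference between groups tend to separate those groups. When the 15 samples were split at random into groups of 9 and 6, and probes were chosen by p in each split, 93 of 99 other splits were also separated on their first component, which held a median of 52% of the variance. These splits had fewer probes to choose, a median of 90 and at most 605, against 622 for the real groups. On all tested probes the first component held 17.4% and the second 14.4%, and neither separated all aged from all young samples. On the second, the aged samples scored 6.3 to 25.0, and young sample 2 (26.4) lay beyond them. The other young samples scored -28.7 to -4.7, so that only young sample 2 broke the separation.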

Principle component analysis [16] using 715 (*p* < 0.01) gene probes showed that young and aged ASCs clustered as 2 well separated groups (Suppl. Figure 1). A heatmap of the expression of the 100 genes that were the most significantly differentially expressed (by p-value) between the two groups is shown in Figure 2. 

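Leaving out immunoglobulin segments and probes with a LOC identifier, the named transcripts with the largest increases in aged ASCs among probes past the threshold, besides Mt1, were AI324046 (log2 fold change 2.10), Sema6d (1.81), Ly6k (1.56), Epcam (1.51), Slpi (a signed fold of 2.83), Creld2 (1.49) and Sel1l (1.46), all at an adjusted p under 0.05 from limma. Slpi encodes a secreted protease inhibitor, Epcam an adhesion molecule, and Creld2 and Sel1l act in the endoplasmic reticulum. The largest decreases among probes at an adjusted p under 0.05 were in Igll1 (-1.69), Dntt (-1.65), Myb (-1.46, and -0.86 at a brighter probe), Vpreb1 (-1.43), H1f5 (-1.39), Cdca7 (-1.23), Uhrf1 (-1.23) and H2bc18 (-1.19), and in all 6 aged samples each lay below the median of the young, except at the brighter probe of Myb, where 1 aged sample lay above it. Igll1 and Vpreb1 encode the surrogate light chain of B cell precursors, and Dntt the terminal transferase of antigen receptor rearrangement. The log2 signal of Dntt was 9.91 ± 0.61 (SD, n = 9) in young and 8.26 ± 0.52 (SD, n = 6) in aged samples (standard error 0.28, adjusted p = 0.00665 from limma), and its probe was detected in 9 of 9 young and 2 of 6 aged samples. That of Sema6d was 8.86 ± 0.43 (SD, n = 9) in young and 10.68 ± 0.44 (SD, n = 6) in aged samples (standard error 0.23, adjusted p = 0.000873 from limma).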

Using Ingenuity Pathway Analysis, a number of functions distinguished old from young mice (Suppl. Table 2). The most significant differences were observed for cell death and survival, cellular growth and proliferation, hematological system development and function, tissue morphology, cellular development, humoral immune response and protein synthesis.

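The genes that the paper's Suppl. Table 2 lists for these functions were matched to probes of Suppl. Table 1 by name and fold. Of 124 matched genes of cell death and survival, 84 had a higher and 40 a lower mean in aged ASCs. For cellular growth and proliferation 76 of 122 were higher and 46 lower, and for protein synthesis 42 of 51 were higher and 9 lower. At an adjusted p under 0.05 from limma, 26 genes of cell death and survival were higher and 16 lower, 24 of growth and proliferation were higher and 14 lower, and 14 of protein synthesis were higher and 2 lower. Genes listed for the cell cycle were lower on balance, with 23 higher and 28 lower. The study chose these genes on the same samples, so the tallies are not independent evidence.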

**Figure 2:**
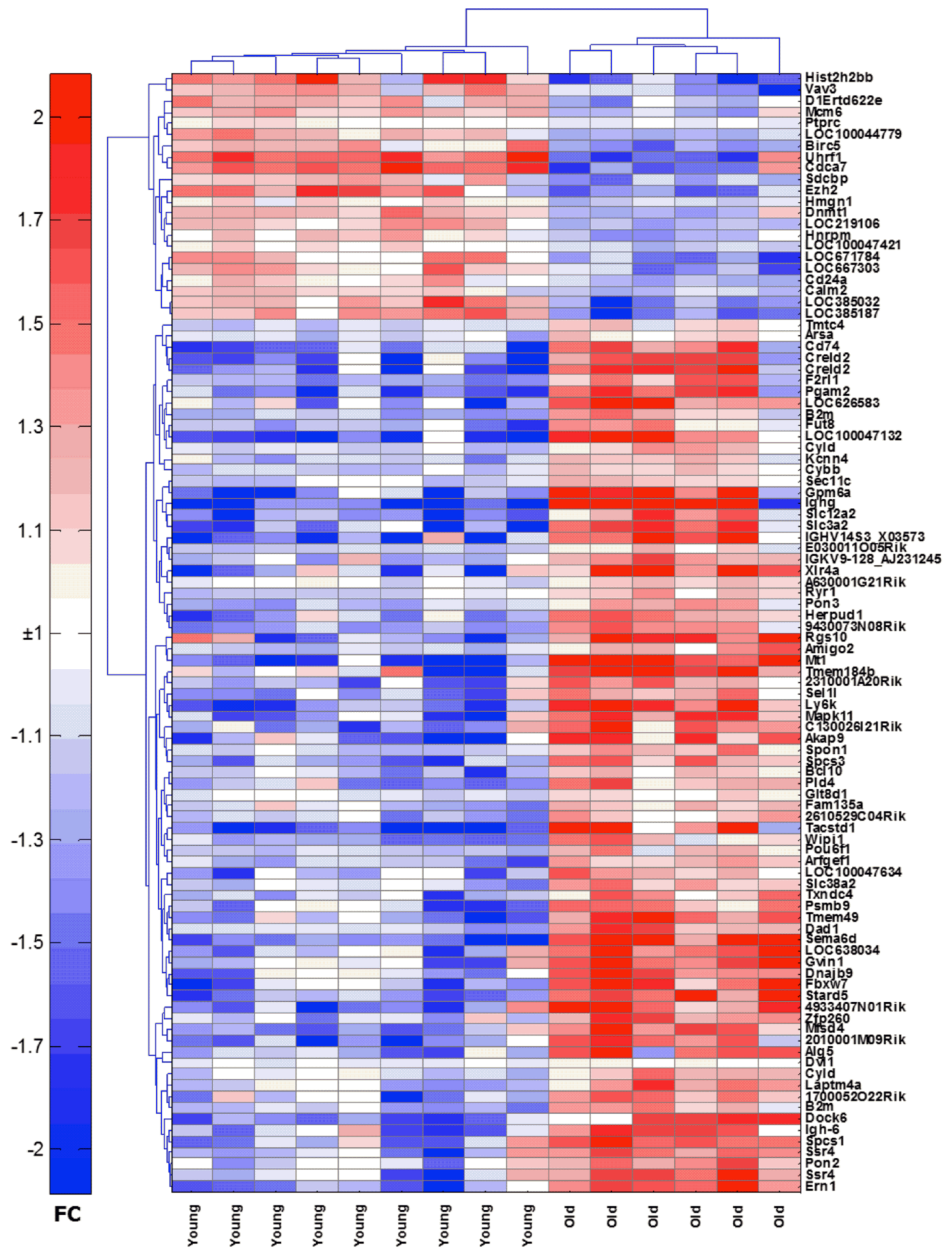
Heatmap of the top 100 genes that are differentially expressed between young and aged ASCs Transcript names are shown along the right axis. Red: increased expression, blue: decreased expression.

The aged mice had decreased expression of transcripts of histone clusters 1-3 (26/28) suggesting age-related differences in chromatin structure and transcriptional control, as has been reported [17]. This was further confirmed by the enrichment of the nucleosome assembly and chromatin organization gene ontology biological processes, using DAVID [18] (Suppl. Figure 2).

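Transcripts of the clustered histone genes were lower in aged ASCs. Of 47 such genes tested, 43 had a lower and 4 a higher mean in the aged, with a mean log2 fold change of -0.56 (standard error over genes 0.06). Suppl. Table 1 names several histone genes for many histone probes, so the genes counted are not all separate measurements. Their estimated correlation was 0.469, and the standard error over genes does not measure the spread between samples. H2bc18 (adjusted p = 0.0125) and H1f5 (adjusted p = 0.0293) fell at an adjusted p under 0.05 from limma, and 17 genes were lower and 1 higher when adjusted over the list alone. H2bc15 had a log2 fold change of -1.13 (adjusted p = 0.0735 from limma) and H1f2 one of 0.39 (adjusted p = 0.377 from limma). The list shifted by camera with a preset correlation (adjusted p = 5.3e-15), but not with the correlation estimated for its genes (adjusted p = 0.161 with an estimated correlation). Transcripts of precursor B cells moved in the same direction, with 8 of 9 lower and a mean log2 fold change of -0.89 (camera adjusted p = 4.4e-10, and 0.00341 with an estimated correlation). Of these, 5 fell at an adjusted p under 0.05 from limma and 7 when adjusted over the list alone. Within the 9 young samples the mean of the histone list rose with that of the precursor B list (Pearson r = 0.898, exact permutation p = 0.000207, Spearman rho = 0.95, exact permutation p = 0.000353, adjusted p = 0.012 and 0.0205 over 58 such relations), and without the 2 samples farthest from the median r was 0.819. In the 6 aged samples it did not (r = -0.0275, exact permutation p = 0.943, rho = -0.2, exact permutation p = 0.714, adjusted p = 0.965 and 0.898, and r = 0.203 without the 2 farthest samples).

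**Figure D1:**
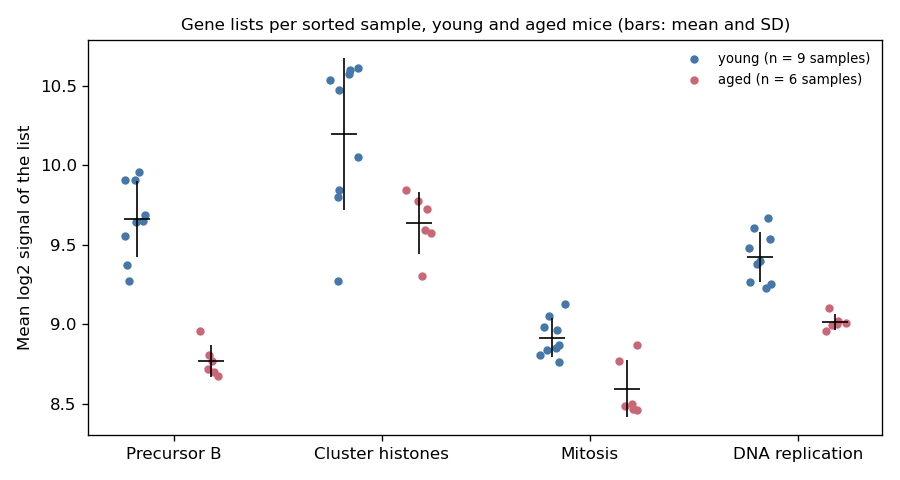
Mean log2 signal per sample of the precursor B, cluster histone, mitosis and DNA replication lists in 9 young and 6 aged samples. Each point is a sample, and the precursor B means lie between 9.27 and 9.96 in the young and between 8.67 and 8.96 in the aged samples.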

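Among 25 genes of chromatin assembly and modification, 24 had a lower and 1 a higher mean in aged ASCs. Of these, 7 fell at an adjusted p under 0.05 from limma and 16 when adjusted over the list alone. Hmgn2, a nucleosome-binding protein, had a log2 fold change of -0.82 (standard error 0.20, adjusted p = 0.0462 from limma). Nasp, a histone chaperone, had one of -1.06 (standard error 0.24, adjusted p = 0.0294 from limma), and Cbx5, a protein of heterochromatin, one of -1.01 (standard error 0.21, adjusted p = 0.0183 from limma). The mean log2 fold change of the list was -0.61 (camera adjusted p = 5.3e-15, and 0.00465 with an estimated correlation). Genes of DNA replication were lower in 25 of 26 cases, with a mean of -0.41 (camera adjusted p = 2.3e-08, and 0.0105 with an estimated correlation). None of them passed an adjusted p of 0.05 from limma, 11 were lower at an unadjusted p under 0.05, and 9 fell when adjusted over the list alone. Genes of mitosis were lower in 15 of 16 cases, with a mean of -0.32 (camera adjusted p = 9.8e-05, and 0.0311 with an estimated correlation), 1 call over all probes and 2 when adjusted over the list alone. Within the 9 young samples the mitosis mean rose with the precursor B mean before adjustment (Pearson r = 0.708, exact permutation p = 0.0348, Spearman rho = 0.767, exact permutation p = 0.0214) and not after it (adjusted p = 0.336 and 0.296), and without the 2 samples farthest from the median r was 0.528. In the 6 aged samples it did not (r = 0.362, exact permutation p = 0.485, rho = 0.314, exact permutation p = 0.564, adjusted p = 0.677 and 0.868, and r = -0.364 without the 2 farthest samples). Within the young the mitosis mean was also related, before adjustment, to those of the plasma cell list (r = -0.721, exact permutation p = 0.03, rho = -0.683, exact permutation p = 0.0503, adjusted p = 0.336 and 0.417, and r = -0.364 without the 2 farthest samples) and the basophil list (r = -0.715, exact permutation p = 0.0256, rho = -0.75, exact permutation p = 0.0255, adjusted p = 0.336 and 0.296, and r = -0.817 without the 2 farthest). Of all the lists tested, 12 shifted with a preset correlation and 9 with an estimated correlation.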

Transcripts for a number of immunoregulators including CD markers, interleukin receptors, natural killer cell receptors and members of the TNF family were differentially expressed in aged and young ASCs (Figure 3). Most were higher in the aged (19/24). 

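Cd74, the invariant chain of MHC class II (log2 fold change 1.10, adjusted p = 0.015 from limma), Cd81, a tetraspanin of the B cell coreceptor (1.06, adjusted p = 0.0318 from limma), and Il5ra, a receptor chain for interleukin 5 (0.81, adjusted p = 0.0364 from limma), rose in aged ASCs and were above the median of the young in all 6 aged samples. Tnfrsf13b, which encodes the receptor TACI, had a log2 fold change of 1.11 (standard error 0.28, adjusted p = 0.0521 from limma). Of 72 CD antigens, interleukin receptors, natural killer cell receptors and members of the TNF family tested, 34 had a higher and 38 a lower mean in the aged. At an adjusted p under 0.05 from limma 3 were higher and 0 lower, at an unadjusted p under 0.05 14 were higher and 4 lower, and adjusted over the list alone 7 were higher and 3 lower. The list had a mean log2 fold change of 0.08 and a median of -0.02 and did not shift (camera adjusted p = 0.45).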

Several are known to affect B cell fate decisions. BACH2, which is essential for class switching [19], was expressed higher in young ASCs. 

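Bach2 had a log2 fold change of -1.02 between aged and young ASCs (standard error 0.25). Its log2 signal was 8.93 ± 0.65 (SD, n = 9) in young and 7.92 ± 0.22 (SD, n = 6) in aged samples, and 0 of 6 aged samples lay above the median of the young. Its probe was detected in 6 of 9 young and 1 of 6 aged samples, so it did not pass the detection filter and was not tested. In a fit over all probes its adjusted p was 0.168 from limma.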

XBP1, which becomes crucial at late stages of plasma cell development [20], was higher in aged ASCs. 

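Xbp1 rose in aged ASCs, with a log2 fold change of 0.82 (standard error 0.21, adjusted p = 0.0499 from limma, close to the threshold). Its log2 signal was 10.88 ± 0.44 (SD, n = 9) in young and 11.70 ± 0.21 (SD, n = 6) in aged samples. All 14 tested marker genes of plasma cells had a higher mean in the aged, with a mean log2 fold change of 0.71 (camera adjusted p = 1.3e-10, and 0.0141 with an estimated correlation). Mzb1, an endoplasmic reticulum protein of antibody-secreting cells, rose by 1.17 on the log2 scale (standard error 0.24, adjusted p = 0.0152 from limma), and Trp53inp1, a target of p53, by 0.88 (standard error 0.22, adjusted p = 0.0462 from limma). Jchain, the joining chain of IgM and IgA, had a log2 fold change of 0.17 (standard error 0.13, adjusted p = 0.611 from limma). Of these genes 3 rose at an adjusted p under 0.05 and 12 when adjusted over the list alone. Aged sample 2 had a mean of 9.51 for this list, within the 9.17 to 9.63 of the young samples, and the other aged samples had means of 10.03 to 10.44. The mean log2 fold changes of the precursor B (-0.89) and mature B (-0.38) lists were below 0 (camera adjusted p = 4.4e-10 and 0.00541, and 0.00341 and 0.028 with an estimated correlation).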

IRF4 and IRF8 were also differentially expressed; the former was overexpressed and the latter underexpressed in aged ASCs. Both play critical non-redundant roles in plasma cell development and germinal center formation. 

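Irf4 had a log2 fold change of 0.84 (standard error 0.28, unadjusted p = 0.00702 and adjusted p = 0.154 from limma) and was above the median of the young in 5 of 6 aged samples. Irf8 had one of -0.56 (standard error 0.21, unadjusted p = 0.0156 and adjusted p = 0.216 from limma) and was below the median of the young in all 6 aged samples. Neither passed the adjusted threshold. The log2 signal of Irf4 was 8.69 ± 0.39 (SD, n = 9) in young and 9.54 ± 0.78 (SD, n = 6) in aged samples, and that of Irf8 was 9.02 ± 0.39 (SD, n = 9) in young and 8.45 ± 0.39 (SD, n = 6) in aged samples.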

IRF8 induces expression of Bcl6 [21]. IRF4 down-regulates Bcl6 and instead induces Blimp-1 [22] encoded by the PRDM1 gene. Transcripts for PRDM1 were increased in aged ASCs. 

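Prdm1 had a log2 fold change of 0.98 (standard error 0.30, unadjusted p = 0.00321 and adjusted p = 0.104 from limma) and did not pass the adjusted threshold. Its log2 signal was 8.46 ± 0.62 (SD, n = 9) in young and 9.45 ± 0.62 (SD, n = 6) in aged samples, above the median of the young in 6 of 6 aged samples. It was detected in 6 of 9 young and 6 of 6 aged samples. Another probe of Prdm1, which did not pass the detection filter, had a log2 fold change of 0.07.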

While Bcl6 promotes germinal center formation and proliferation of B cells Blimp-1 drives terminal differentiation of plasma cells [23]. These data support reduced class-switching in aged B cells and more terminal differentiation of aged plasma cells. 

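Ung, the uracil-DNA glycosylase of class switch recombination, fell by 0.72 on the log2 scale in aged ASCs (standard error 0.18, adjusted p = 0.0466 from limma) and was the single gene of class switching past the threshold. Of 8 such genes tested, 4 had a higher and 4 a lower mean, and 1 was lower when adjusted over the list alone. Bcl6 had a log2 fold change of -0.38 (standard error 0.39, adjusted p = 0.734 from limma) and Swap70 one of 0.18 (standard error 0.34, adjusted p = 0.871 from limma) at its brightest probe and of 0.85 (standard error 0.23, adjusted p = 0.0702 from limma) at the probe of Suppl. Table 1. The list had a mean log2 fold change of -0.17 and did not shift (camera adjusted p = 0.165). From these differences in BACH2, XBP1, IRF4, IRF8 and PRDM1, the paper proposes that aged B cells switch class less and that aged plasma cells are more terminally differentiated.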

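Of the probes that the paper's table names for immunoglobulins, 8 of constant and variable segments rose in aged ASCs at an adjusted p under 0.05 from limma. The surrogate light chain Igll1, which that table names Igl-5, fell by 1.69 on the log2 scale (adjusted p = 0.00688 from limma). A probe that the paper's table names Ighg, for the heavy chain of IgG, had a log2 fold change of 1.86 (standard error 0.31, adjusted p = 0.00603 from limma), with a log2 signal of 11.63 ± 0.50 (SD, n = 9) in young and 13.48 ± 0.91 (SD, n = 6) in aged samples. The probes named Igh-6, for the heavy chain of IgM, had log2 fold changes of 0.98 and 0.96 (adjusted p = 0.0152 and 0.0142 from limma). Among the variable segments 2 probes of heavy chains (log2 fold changes 1.58 and 1.28) and 3 of kappa chains (0.70, 1.20 and 1.40) rose at an adjusted p under 0.05 from limma. The probe that the platform annotation names Ighg1 had a log2 fold change of 0.73 (standard error 0.28, adjusted p = 0.227 from limma). Of 44 genes that the paper lists for the humoral immune response, 31 had a higher and 13 a lower mean in the aged. Of the 38 that passed the detection filter, 12 rose and 5 fell at an adjusted p under 0.05 from limma. The study chose these probes and genes on the same samples, so the tallies are not independent evidence.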

Enrichment of genes involved in the humoral immune responses (Figure 4) were identified by Ingenuity Pathway Analysis (IPA) [24], and again most of the involved genes were higher expressed in aged ASCs.

**Figure 3:**
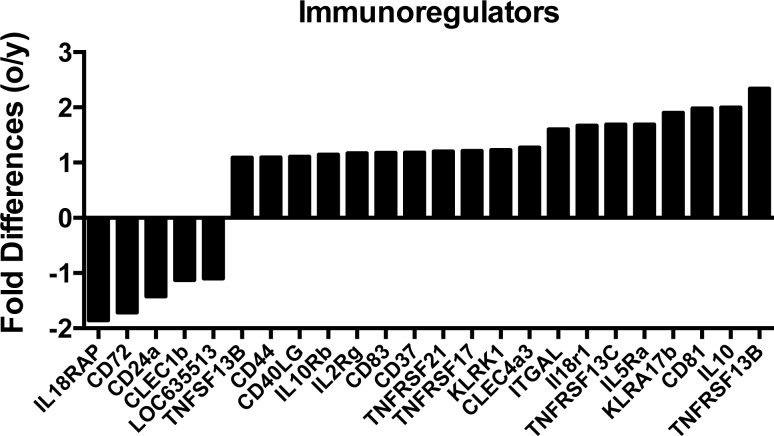
Differences in the expression of transcripts that encode immunoregulators between young and aged ASCs Positive numbers show higher expression in the aged ASCs, negative numbers show high expression in young ASCs.

**Figure 4:**
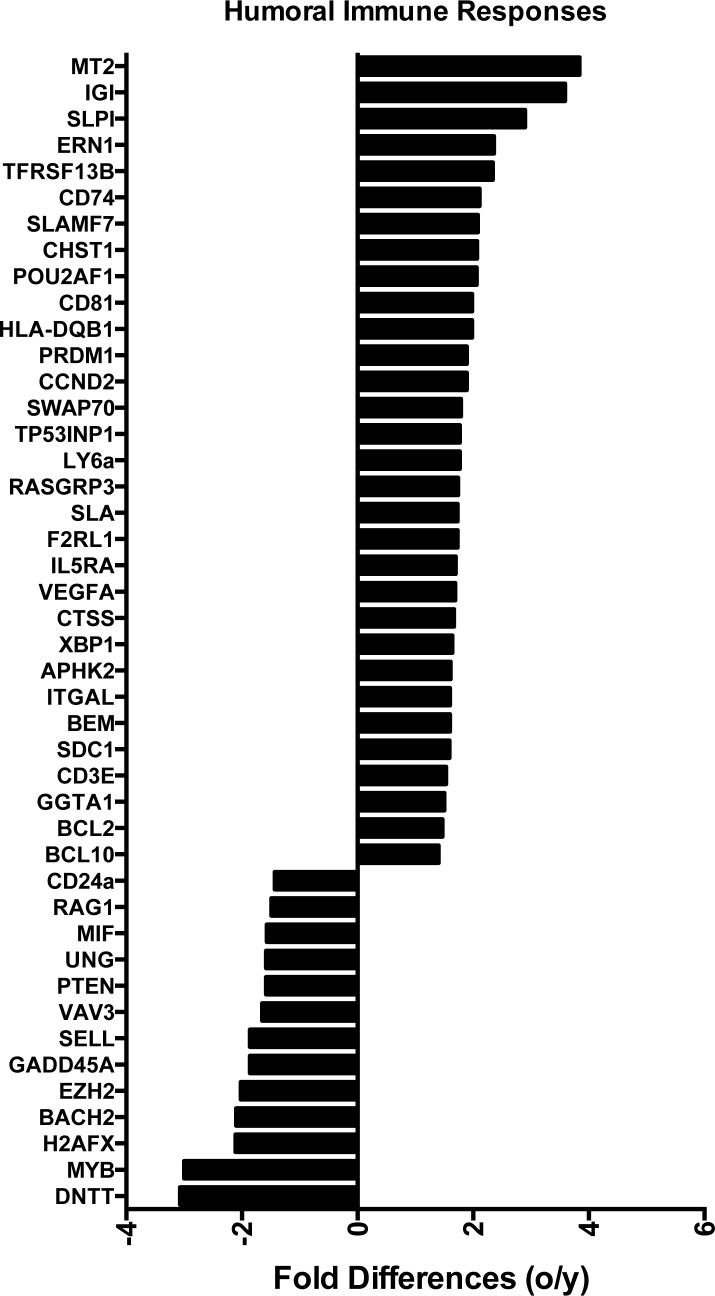
Differences in the expression of genes involved in the humoral immune responses biological function identified using Ingenuity Positive numbers show higher expression in the aged ASCs, negative numbers show higher expression in young ASCs.

IPA showed significant (*p* ≤ 0.01) differences in ATM and p53 signaling and antigen presentation (Figure 5). Most of the differentially expressed transcript encoding proteins involved in ATM signaling, which is activated by double-stranded DNA breaks, were higher in young mice (5/7) while transcripts for proteins of the p53 pathway were more commonly high in aged cells (5/8). 

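Mapk11, the kinase p38 beta, rose in aged ASCs with a log2 fold change of 1.12 (standard error 0.23, adjusted p = 0.0172 from limma), and Birc5, an inhibitor of apoptosis that acts in cell division, fell with one of -0.79 (standard error 0.17, adjusted p = 0.0188 from limma). The other probes of Birc5 had log2 fold changes of -0.12 and -0.27 and did not pass the test or the filter. Gadd45a, induced by DNA damage, had one of -0.84 (adjusted p = 0.0718 from limma), and Jun, a subunit of AP-1, one of 0.88 (adjusted p = 0.0692 from limma). Of 21 tested genes of ATM signaling, 14 had a lower and 7 a higher mean in the aged, with 1 call higher and 1 lower, and 2 higher and 4 lower when adjusted over the list alone. The list had a mean log2 fold change of -0.21 and did not shift (camera adjusted p = 0.0945), but without young sample 2 it did (-0.23, camera adjusted p = 0.0425). Of 24 tested genes of p53 signaling, 13 had a higher and 11 a lower mean, with 1 call higher and 1 lower, 2 higher and 3 lower when adjusted over the list alone, a mean of 0.06 and no shift (camera adjusted p = 0.895).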

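Genes of MHC class I presentation had a higher mean in aged ASCs in 14 of 15 cases, with a mean log2 fold change of 0.46. Tapbpl, a peptide editor, rose by 1.36 on the log2 scale (standard error 0.24, adjusted p = 0.0072 from limma), Psmb9, a subunit of the immunoproteasome, by 0.90 (standard error 0.21, adjusted p = 0.0294 from limma), and B2m, the light chain of class I molecules, by 0.65 (standard error 0.15, adjusted p = 0.0294 from limma). H2-K1 had a log2 fold change of 0.79 (adjusted p = 0.0587 from limma). These 3 calls became 6 when adjusted over the list alone. The list shifted by camera (adjusted p = 8.2e-06) but not with its estimated correlation (adjusted p = 0.129 with an estimated correlation). All 6 tested genes of MHC class II presentation had a higher mean, with a mean log2 fold change of 0.76 (camera adjusted p = 2.1e-05, and 0.00942 with an estimated correlation). Besides Cd74, which rose, H2-Ab1 had a log2 fold change of 1.00 (adjusted p = 0.0665 from limma), and 5 of the genes were higher when adjusted over the list alone. Aged sample 2 had a class I mean of 10.19, below the 11.05 to 11.15 of the other aged samples.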

Transcripts for antigen presentation pathways, such as those encoding histocompatibility antigens, were higher in aged ASCs.

**Figure 5:**
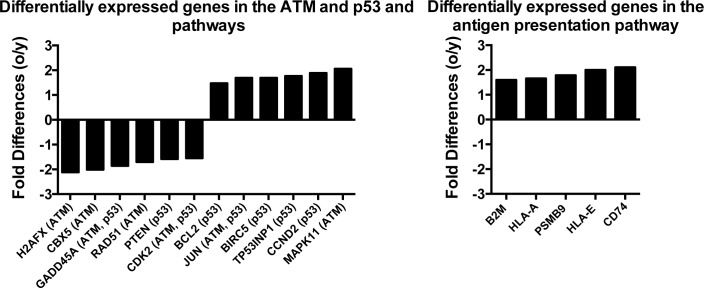
Differences in the expression of genes in the three most significantly altered canonical pathways identified using Ingenuity Positive numbers show higher expression in the aged ASCs, negative numbers show high expression in young ASCs.

Otherwise noteworthy were differences in metabolic diseases, carbohydrate and lipid metabolism (Figure 6). 

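Of 55 genes that the paper lists for metabolic disease, 15 rose and 4 fell in aged ASCs at an adjusted p under 0.05 from limma, and 42 had a higher and 13 a lower mean. Of 22 listed for carbohydrate metabolism, 6 rose and 0 fell, with 19 higher and 3 lower means, and of 4 listed for lipid metabolism 1 rose and all 4 had a higher mean. At an unadjusted p under 0.05, 3 genes of carbohydrate metabolism and 0 of lipid metabolism were lower. The study chose these genes on the same samples, so the tallies are not independent evidence. Genes listed by their function in glycolysis did not shift, with 8 of 15 higher, 7 lower and a mean log2 fold change of 0.02 (camera adjusted p = 0.954). Aldoa, an aldolase, had a log2 fold change of 0.41 (adjusted p = 0.449 from limma), and Gapdh one of -0.33 (adjusted p = 0.449 from limma). None of them passed an adjusted p of 0.05, over all probes or over the list alone, and 0 were higher and 0 lower at an unadjusted p under 0.05. Of 5 genes of the pentose phosphate pathway 4 were lower, with 0 calls over all probes, 0 when adjusted over the list alone and 2 at an unadjusted p under 0.05 from limma (mean -0.27, camera adjusted p = 0.163).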

Most transcripts for metabolic disorders (42/55), carbohydrate (19/22) and lipid (4/4) metabolisms were expressed at higher levels in aged as compared to young ASCs. Several other genes involved in lipid and carbohydrate metabolism were also differentially expressed between young and aged ASCs at a more lenient p-value threshold of 0.05 and without fold change restrictions (Suppl. Table 1). These include ACLS1 (−1.25), involved in lipid biosynthesis, which was higher in younger ASCs. 

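Acsl1, which activates long-chain fatty acids, had a log2 fold change of -0.34 between aged and young ASCs (standard error 0.14, unadjusted p = 0.0283 and adjusted p = 0.285 from limma), a signed fold of -1.27. Its log2 signal was 8.63 ± 0.25 (SD, n = 9) in young and 8.29 ± 0.15 (SD, n = 6) in aged samples, below the median of the young in all 6 aged samples. It was detected in 9 of 9 young and 4 of 6 aged samples.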

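Stard5, a lipid transport protein, rose in aged ASCs with a log2 fold change of 1.28 (standard error 0.19, adjusted p = 0.00305 from limma), and its log2 signal was 8.65 ± 0.28 (SD, n = 9) in young and 9.93 ± 0.29 (SD, n = 6) in aged samples. Another probe of Stard5, which did not pass the detection filter, had a log2 fold change of 0.00. Among enzymes of fatty acid degradation, Acads had a log2 fold change of 0.48 (standard error 0.20, unadjusted p = 0.026 and adjusted p = 0.275 from limma), Acadvl one of 0.46 (standard error 0.16, unadjusted p = 0.00782 and adjusted p = 0.162 from limma) and the peroxisomal protease Lonp2 one of 0.31 (standard error 0.14, unadjusted p = 0.0358 and adjusted p = 0.314 from limma). Oxct1, of ketone body breakdown, had one of 0.48 (standard error 0.17, unadjusted p = 0.00901 and adjusted p = 0.17 from limma). None of these passed the adjusted threshold, and other tested probes of Acadvl and Oxct1 had log2 fold changes of 0.03 and -0.15. The probe used for Acsm2 was detected in 0 of 9 young and 1 of 6 aged samples, and no fold is given for it because its aged mean lies under the detection limit of the young arrays. The probe used for Acsl4, detected in 2 of 9 young and 5 of 6 aged samples, did not pass the filter and had a log2 fold change of 0.28, whereas the Acsl4 probes that passed it had -0.29 and -0.30 (adjusted p = 0.527 and 0.408 from limma). A further Acsl4 probe, which did not pass the filter, had a log2 fold change of 0.34. Of 17 tested genes of fatty acid oxidation, 6 had a higher and 11 a lower mean, with a mean log2 fold change of -0.01 (camera adjusted p = 0.878). None passed an adjusted p of 0.05 from limma, over all probes or over the list alone, and 1 was higher and 0 lower at an unadjusted p under 0.05.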

ACADS (1.39), ACADVL (1.35), ACSM2 (1.15), LONP2 (1.2) and ACSL4 (1.18), which participate in fatty acid degradation, were higher in aged ASCs as was OXCT1 (1.37), which catabolizes ketone bodies [25], a byproduct of FAO when carbohydrates are limited and STARD5 [26] (2.41) involved in intracellular fatty acid transport. Two enzymes of the tricarboxylic acid (TCA) cycle, i.e., ACO2 (1.49) and IDH (1.3) were also more highly expressed in aged ASCs.

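Idh2, the mitochondrial isocitrate dehydrogenase whose probe carries the fold given by the paper, had a log2 fold change of 0.37 in aged over young ASCs (standard error 0.20, unadjusted p = 0.0706 and adjusted p = 0.409 from limma), with a log2 signal of 10.28 ± 0.22 (SD, n = 9) in young and 10.65 ± 0.41 (SD, n = 6) in aged samples. Of 17 tested genes of the TCA cycle, 6 had a higher and 11 a lower mean in the aged, with a mean of -0.01 and no shift (camera adjusted p = 0.827). Ogdh, of the oxoglutarate dehydrogenase complex, had a log2 fold change of 0.70 (standard error 0.24, adjusted p = 0.171 from limma) and Sdhc, of succinate dehydrogenase, one of -0.17 (standard error 0.24, adjusted p = 0.819 from limma). None passed an adjusted p of 0.05, over all probes or over the list alone, and 1 was higher and 0 lower at an unadjusted p under 0.05 from limma.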

**Figure 6:**
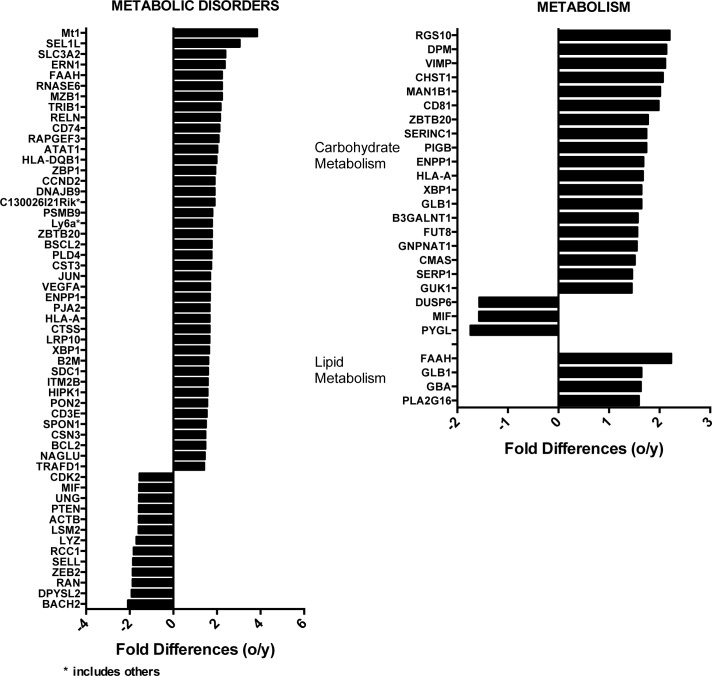
Differences in the expression of genes involved in metabolic disorders (on the left) or lipid and carbohydrate metabolism (right) identified using Ingenuity Positive numbers show higher expression in the aged ASCs, negative numbers show high expression in young ASCs.

A number of genes encoding mitochondrial proteins were differentially expressed such as those encoding components of the respiratory chain (Suppl. Figure 3), and mitochondrial fission (FIS1), which affects mitochondrial morphology [27]. Again, these genes were more highly expressed in aged ASCs. 

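Of 66 tested genes of the respiratory chain and ATP synthase, 38 had a higher and 28 a lower mean in aged ASCs, with a mean log2 fold change of 0.06 (standard error over genes 0.03) and no shift (camera adjusted p = 0.527). None passed an adjusted p of 0.05 from limma, over all probes or over the list alone, and at an unadjusted p under 0.05 3 were higher and 2 lower. Ndufa1, of complex I, had a log2 fold change of 0.76 (standard error 0.20, adjusted p = 0.0577 from limma), and Uqcrq, of complex III, one of -0.63 (standard error 0.20, adjusted p = 0.131 from limma). Fis1 had one of 0.51 (standard error 0.23, unadjusted p = 0.0379 and adjusted p = 0.32 from limma), and another probe of it 0.40 (adjusted p = 0.416 from limma). Of 8 genes of mitochondrial fission, fusion and biogenesis, 3 had a higher and 5 a lower mean (camera adjusted p = 0.897), with 0 calls over all probes, 0 when adjusted over the list alone and 1 at an unadjusted p under 0.05 from limma.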

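Mrpl33, of the mitochondrial ribosome, had a log2 fold change of -0.63 between aged and young ASCs (standard error 0.22, unadjusted p = 0.00823 and adjusted p = 0.167 from limma), and Atp5j, a subunit of ATP synthase, one of -0.51 (standard error 0.20, unadjusted p = 0.0221 and adjusted p = 0.255 from limma). Both lay below the median of the young in all 6 aged samples, and neither passed the adjusted threshold. Other tested probes of these genes had log2 fold changes of -0.16 and 0.05. Of 55 tested genes of the mitochondrial ribosome, 25 had a higher and 30 a lower mean, with a mean log2 fold change of -0.04 (camera adjusted p = 0.484). None passed an adjusted p of 0.05 from limma, over all probes or over the list alone, and 2 were higher and 1 lower at an unadjusted p under 0.05.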

One mitochondrial ribosomal protein [MRLP33 (−1.59)] and one key ATP synthase [ATP5j (−1.48)] were underexpressed in aged ASCs.

Differences were also seen in genes controlling functions of peroxisomes, which are involved in fatty acid metabolism and reduction of ROS. These included VCP, (1.61) involved in assembly of peroxisome [28], PPARβ/δ (1.24), a regulator of energy metabolism [29] and ACBD5 (1.27), a peroxisome receptor for acyl-CoA-esters [30].

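Vcp had a log2 fold change of 0.72 (standard error 0.23, unadjusted p = 0.00516 and adjusted p = 0.135 from limma), with a log2 signal of 9.83 ± 0.45 (SD, n = 9) in young and 10.55 ± 0.38 (SD, n = 6) in aged samples. Acbd5 had one of 0.38 (standard error 0.18, unadjusted p = 0.0512 and adjusted p = 0.356 from limma), and neither passed the adjusted threshold. Other probes of Acbd5, which did not pass the filter, had log2 fold changes of -0.005 and -0.087. The probe used for Ppard was detected in 0 of 9 young and 5 of 6 aged samples, and its mean in the aged was at least 1.08-fold higher than the detection limit of the young arrays. Another probe of Ppard, which did not pass the filter, had a log2 fold change of 0.01. Of 16 tested genes of the peroxisome, 9 had a higher and 7 a lower mean, with a mean log2 fold change of 0.10 (camera adjusted p = 0.4). Pex11a, of peroxisome division, had a log2 fold change of 0.43 (adjusted p = 0.3 from limma), and Pex13, of protein import, one of -0.37 (adjusted p = 0.387 from limma). None passed an adjusted p of 0.05, over all probes or over the list alone, and 2 were higher and 0 lower at an unadjusted p under 0.05.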

Functional analysis by DAVID showed significant differences in expression levels for the endoplasmic reticulum with most genes having higher expression in the aged (51/52). 

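Genes of translocation, glycosylation and transport in the endoplasmic reticulum were higher in aged ASCs. Of 37 tested, 32 had a higher and 5 a lower mean, with a mean log2 fold change of 0.39 (camera adjusted p = 7.1e-10, and 0.00465 with an estimated correlation). Spcs1, a subunit of the signal peptidase, rose by 1.14 on the log2 scale (standard error 0.20, adjusted p = 0.00919 from limma), Ssr4, of the translocon, by 0.97 (standard error 0.21, adjusted p = 0.022 from limma), Alg5, of N-glycosylation, by 0.89 (standard error 0.22, adjusted p = 0.0468 from limma), and Magt1, of the oligosaccharyltransferase, by 0.62 (standard error 0.15, adjusted p = 0.0388 from limma). These 4 calls became 12 when adjusted over the list alone. Every aged sample had a higher mean of the list than every young sample. Within the 9 young samples this mean had no detectable relation to that of the precursor B list (Pearson r = -0.0486, exact permutation p = 0.899, Spearman rho = -0.2, exact permutation p = 0.613, adjusted p = 0.965 and 0.868 over 58 relations, and r = -0.22 without the 2 samples farthest from the median).

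**Figure D2:**
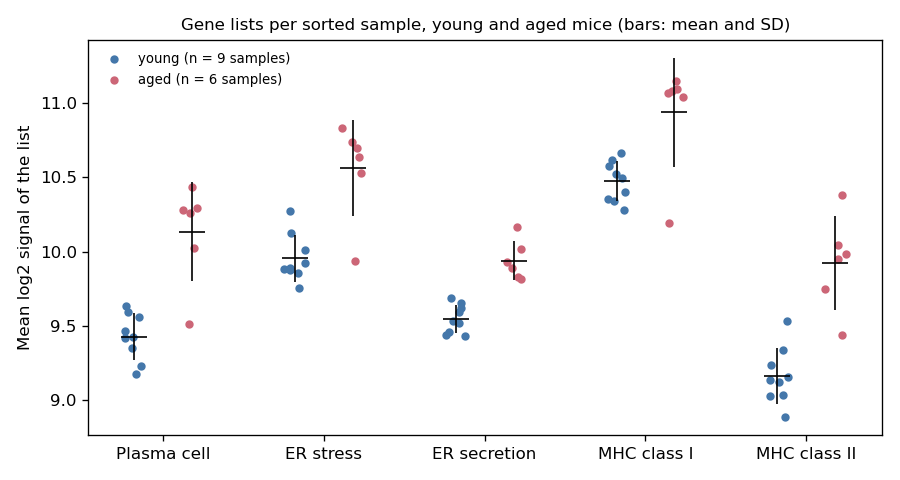
Mean log2 signal per sample of the plasma cell, ER stress, ER secretion, MHC class I and MHC class II lists in 9 young and 6 aged samples. Each point is a sample, and the ER secretion means lie between 9.43 and 9.69 in the young and between 9.81 and 10.16 in the aged samples.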

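Of 25 tested genes of the response to ER stress, 24 had a higher mean in aged ASCs, with a mean log2 fold change of 0.61 (camera adjusted p = 9.1e-12, and 0.0209 with an estimated correlation). Ern1, the stress sensor IRE1 alpha, rose by 1.24 on the log2 scale (standard error 0.20, adjusted p = 0.00581 from limma), and Pdia4, a protein disulfide isomerase, by 1.33 (standard error 0.28, adjusted p = 0.0185 from limma). At an adjusted p under 0.05 from limma 6 genes were higher, and 13 were when adjusted over the list alone. Aged sample 2 had a mean of 9.94 for this list, below the 10.53 to 10.83 of the other aged samples. Chaperones of the cytosol and mitochondria went both ways, with 7 of 21 higher, 14 lower, a mean of -0.02 and no shift (camera adjusted p = 0.429). Hspa1a had a log2 fold change of 1.02 (adjusted p = 0.175 from limma), and Hspe1 one of -0.61 (adjusted p = 0.194 from limma). None of the chaperones passed an adjusted p of 0.05, over all probes or over the list alone, and 4 were higher and 2 lower at an unadjusted p under 0.05.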

At a lower significance threshold (genes with *p* < 0.05), transcripts indicative of ER stress were increased in the aged (5/5) while those involved in protein folding were in part higher in the younger (4/10 Suppl. Figure 4).

We selected a number of immunoregulators that were differentially expressed in the microarray, and measured their protein levels by flow cytometry. 

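On the arrays Slc3a2, the heavy chain of CD98, rose in aged ASCs with a log2 fold change of 1.37 (standard error 0.29, adjusted p = 0.0185 from limma), and its log2 signal was 9.52 ± 0.68 (SD, n = 9) in young and 10.89 ± 0.40 (SD, n = 6) in aged samples. Cd52, a surface glycoprotein, had a log2 fold change of 0.79 (standard error 0.24, adjusted p = 0.104 from limma), and another of its probes 0.84 (adjusted p = 0.106 from limma). Cd72, an inhibitor of the B cell receptor, had one of -0.75 (standard error 0.20, adjusted p = 0.0692 from limma) and was detected in 8 of 9 young and 2 of 6 aged samples.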

Flow cytometry analysis confirmed differences that were observed at the transcriptome level. Mainly, CD52 and CD98 were significantly higher on the aged ASCs (Suppl. Figure 5), and CD72 was significantly lower on aged ASCs (data not shown).

### Aged B cells upon activation exhibit defects in mitochondrial respiration

The arrays indicated marked differences in carbohydrate and lipid metabolism as well as in the electron transfer chain between ASCs from young and aged mice. To further assess metabolic differences we tested bead purified B cells from young and aged mice for basal respiration and lactate production by Seahorse XF flux analyzer [31] (Figure 7). Without stimulation aged B cells had higher oxygen consumption rates (OCR), which mainly measures oxidative phosphorylation (OXPHOS) through the electron transfer chain. In addition, there was higher extracellular acidification rates (ECAR), as a measure of lactate production by glycolysis, in B cells of aged mice compared to young B cells, suggestive of higher metabolic activity of aged compared to younger B cells. The OCR to ECAR ratio was slightly higher in younger B cells indicating a higher contribution of OXPHOS to their overall energy production. B cells were then stimulated with a cocktail of mitogens and tested 6 or 24 hours later. After 6 hours OCR and ECAR remained comparable to those of unstimulated young and old B cells. After 24 hours OCR markedly increased in younger but not aged B cells, while ECAR increased in both. These data indicate that upon aging, OXPHOS cannot satisfy increases in energy demands under challenging conditions.

**Figure 7:**
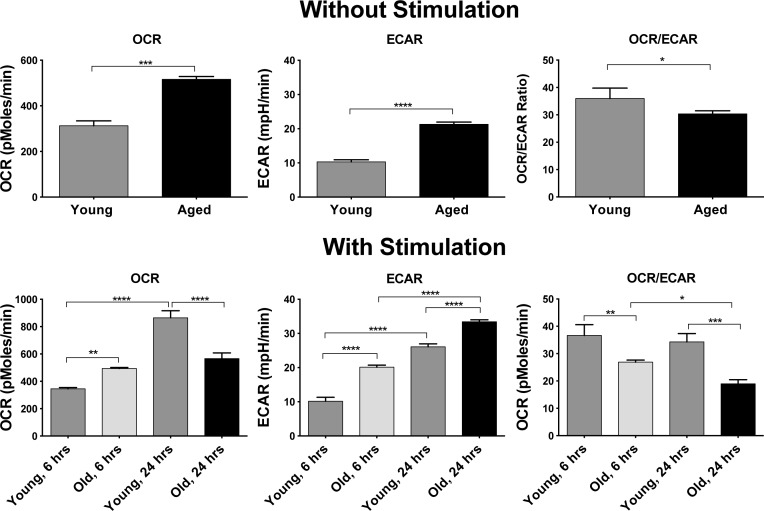
OCR and ERAR as well as ratios of OCR/ECAR are shown upon measuring splenic B cells without stimulation (top panels) or after stimulation for 6 or 24 hours (lower panels) Lines indicate significant differences between groups calculated by *t*-tests or 1-way Anova. *p values between 0.01 - 0.05, **p-values between 0.001 - 0.01, *** *p*-values between 0.0001 - 0.001, **** *p* - values < 0.0001.

### Glucose metabolism changes upon aging in B cells

We conducted additional studies by comparative reverse transcription (c)PCR probing levels of transcripts for factors involved in glucose metabolism at baseline and after 24 or 48 hours of culture with mitogens comparing stimulation-induced changes of aged to young mouse B cells. Transcripts for Glut1, the main receptor that is used by B cells for glucose uptake, increased after 24 hours more pronounced in old than young B cells; this was reversed after 48 hours, indicating that aged B cells could not maintain their demands on energy through increased consumption of glucose. Transcripts for Pdhx, a component of the pyruvate dehydrogenase complex, which converts pyruvate into acetyl-CoA that is then used in the Krebs cycle, were at 24 hours similar to those at baseline and showed at that time no difference between the two age-groups. By 48 hours Pdhx transcripts were markedly lower in aged B suggesting that the aged may lack glucose-derived substrate to fuel OXPHOS. Increases in transcripts for Ldha which converts pyruvate into lactate, were higher in aged B cells at both time points. Transcripts for glucose-6-phosphate dehydrogenase (G6pd), which shunts the glycolysis metabolite glucose-6-phosphate into the anabolic pentose phosphate pathway, increased in both cohorts after stimulation and increases were more pronounced in the aged (Figure 8). These data suggest that upon aging glucose catabolism becomes impaired.

**Figure 8:**
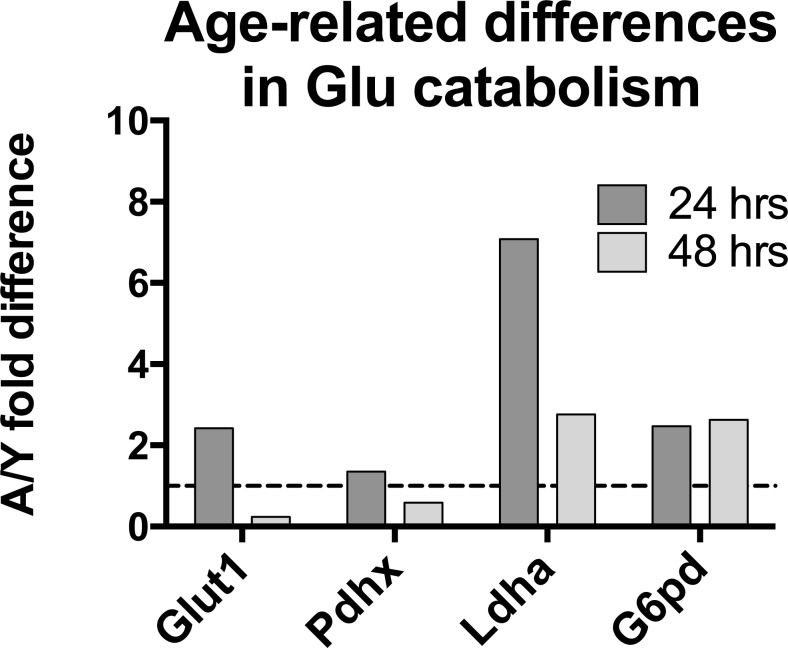
Levels of transcripts of cells stimulated for 24 or 48 hours were normalized to GAPDH They were then within each age-group normalized to levels at baseline. The graph shows differences in fold changes over baseline comparing aged to young B cells. Results are based on 3 mice per group.

### PD-1 expression is higher on aged ASCs

To assess if energy production through glucose might be affected by cell surface markers we probed young and aged B cell populations for expression of PD-1 an immunoregulator that has been shown to have significant metabolic functions by inhibiting glycolysis in activating T cells [32]. To assess if PD-1 plays a role in regulating metabolism in ASCs, we measured its expression levels and observed that PD-1 levels were significantly higher on aged ASCs, a difference that was also observed on mature naïve B cells (Figure 9).

**Figure 9:**
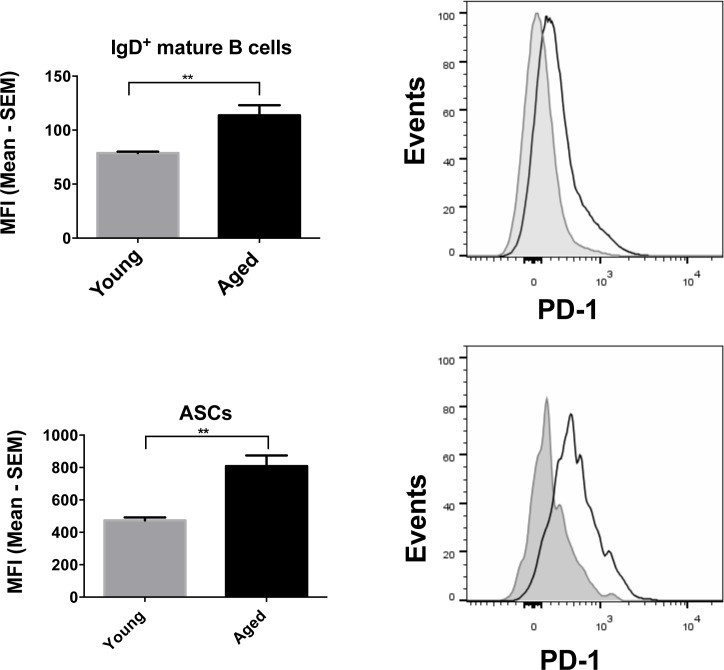
PD-1 expression on mature B cells and ASCs Graphs on the left show the MFI of PD-1 expression, with error bars representing SEM. Aged samples are shown in black and the young, in grey. Representative histograms are shown alongside with the aged samples in a solid black line and the young samples in grey. * denotes significant differences as determined by Mann-Whitney test. (Mature B cells: *p* = 0.0079; ASCs: *p* = 0.0079).

### Aged ASCs have high cellular ROS levels, which correlate with PD1 expression

Since PD-1 plays a role in cellular metabolism of T cells and is expressed higher on aged B cells, we tested splenic ASCs for metabolic parameters and found that they carry higher levels of cellular reactive oxygen species (cROS), indicative of increased oxidative stress compared to cells from young mice (Figure 10a). ROS is produced within cells by numerous pathways with major sources being the mitochondrial electron transport chain, peroxisomes and the endoplasmic reticulum (ER) [33-35]. Peroxisomes, which play a central role in lipid metabolism, contain a number of ROS producing and detoxifying enzymes. Again, genes that control peroxisome assembly and size were differentially expressed between ASCs of the two age groups. Two enzymes that participate in cytoplasmic, peroxisomal and mitochondrial ROS metabolism were higher in the aged. These were PRDX4 [36] (1.85), which reduces hydrogen peroxide to water and CCS [37] (1.25), a copper chaperone for superoxide dismutase (SOD), a key group of enzymes that destroy ROS in the cytoplasm, mitochondria and peroxisomes. 

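On the arrays Prdx4 had a log2 fold change of 0.82 between aged and young ASCs (standard error 0.23, unadjusted p = 0.00181 and adjusted p = 0.078 from limma), with a log2 signal of 8.51 ± 0.25 (SD, n = 9) in young and 9.34 ± 0.62 (SD, n = 6) in aged samples, and Ccs had one of 0.34 (standard error 0.16, unadjusted p = 0.0541 and adjusted p = 0.367 from limma). Neither passed the adjusted threshold, and another probe of Prdx4, which did not pass the detection filter, had a log2 fold change of 0.10. Of 16 tested antioxidant genes, 8 had a higher and 8 a lower mean, and 2 rose at an adjusted p under 0.05 from limma, 3 when adjusted over the list alone. The 2 calls over all probes are the metallothioneins Mt1 and Mt2, of which Mt2 rose by 0.83 on the log2 scale (standard error 0.20, adjusted p = 0.0462 from limma). Sod1, the cytosolic superoxide dismutase, had a log2 fold change of -0.13 (standard error 0.27, adjusted p = 0.885 from limma). The list had a mean of 0.21 and a median of -0.01 and did not shift (camera adjusted p = 0.163).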

During oxidative protein folding, ROS such as H_2_O_2_ is produced in the ER. Accumulation of misfolded proteins triggers an ER stress response [38] to reduce protein production, enhance production of chaperones that assist in protein folding, increase production of enzymes that ubiquinate and degrade misfolded proteins and initiate apoptosis. Levels of cellular ROS in ASCs correlated with PD-1 expression indicating a link between the immunoregulator and metabolism (Figure 10b).

**Figure 10:**
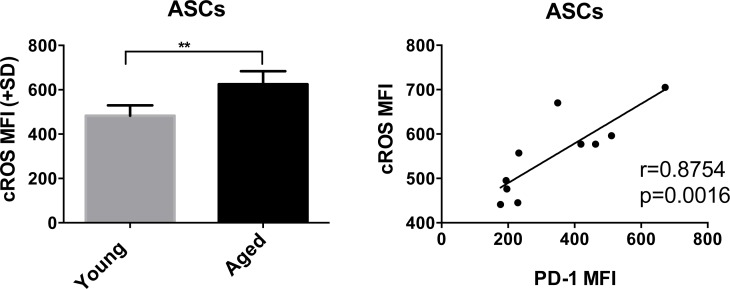
A shows cROS levels in young and aged ASCs Samples from aged mice are shown in black and from younger mice in grey. Graph on left shows MFI, with error bars indicating standard error of the mean. * denotes significant differences as determined by Mann-Whitney test. (*p* = 0.0079). B shows the positive correlation between cROS and cell surface expressed PD-1 using ASC samples from young and aged mice. Correlation was determined by Spearman. R and *p*-values are shown within the graphs.

## DISCUSSION

The main focus of our study was to further elucidate the effect of immunosenescence on ASCs, which are present at significantly reduced numbers in aged as compared to young mice. Previous studies showed impaired antibody responses in the aged [6, 39]. Upon antigenic stimulation, increases in the numbers of ASCs are less pronounced in elderly compared to young individuals, which may in part reflect impaired formation of germinal centers [40]. Class switching [41] and hypermutation of immunoglobulin genes [42] are also diminished resulting in the production of low affinity antibodies.

Microarray analysis offers an unprecedented tool to elucidate differences in gene expression, which then upon pathway analysis gives some insight into functional variations. Previous studies have used gene expression profiling to elucidate changes upon stimulation of B cells *in vitro* or *in vivo* [43-45].

We used microarrays to identify age-related changes in ASCs from bone marrow where most long-lived plasma cells reside. As expected, many genes involved in numerous pathways and functions were differentially expressed between young and aged ASCs. It is accepted that upon aging, cells accumulate DNA mutations, which may lead to structural changes of DNA [1]. Our array data show reduced ATM signaling in the aged. The ATM pathway is induced by DNA damage; it prevents cells from progressing through the cell cycle, increases DNA repair mechanisms or drives cells to undergo apoptosis [46]. ATM regulates apoptosis through p53, a pathway, which was also affected in aged ASCs. Reduced ATM signaling in turn could contribute to increased DNA damage. An analysis of differences in significant biological functions accordingly showed the most significant differences for cell survival and death and cell growth and proliferation. Although it is assumed that long-lived bone marrow derived plasma cells are terminally differentiated, and thereby incapable of proliferation, recent gene expression array analyses indicate that although bone marrow-derived ASCs are quiescent they are capable of undergoing some replicative cell renewal [47]. Reduced proliferation in the aged combined with increased rates of apoptosis could thus explain the marked reduction of numbers of ASCs especially of those residing in the bone marrow.

Immunological functions and pathways in ASCs are affected by immunosenesence. The ASCs' ability to serve as antigen-presenting cells declines due to reduced expression of MHC antigens and LMP2, a key proteasome needed for the generation of MHC class I binding peptides. Ingenuity analysis for significant functions revealed differences in humoral immune responses. Four of the 13 genes with lower expression in the aged play a role in DNA recombination or generation of antibody diversity confirming previous studies that upon aging antibody responses loose breadth [12].

Differential expression of transcripts between the two age groups was observed for the ER stress response. Previous studies showed that the ER stress response also referred to as the unfolded protein response increases in the aged due to loss of chaperone proteins [48]. This again increases apoptosis and may contribute to the reduced numbers of ASCs.

Metabolism becomes impaired upon aging in part due to increased resistance to insulin [49] and in part due to deleterious alterations of mitochondria caused, for example, by the disorganization of their structure [50]. This is evidenced in our array data by the increase in expression of FIS1, which regulates mitochondrial fission and thereby affects mitochondrial morphology. Upon aging, mutations accumulate in mitochondrial DNA^4^. ROS increases [51], which again was recapitulated in our studies. Mitochondria loose the ability to efficiently generate energy through OXPHOS [52]. Again our array analysis indicated marked differences in transcripts encoding enzymes of the TCA cycle, which fuels the electron transport chain and components directly involved in electron transport. A functional analysis by Seahorse, which was conducted with B cell populations as surrogates for ASCs since the paucity of such cells precludes their direct analysis for OCR or ECAR, showed that aged B cells without further activation appear to be metabolically more active. Upon stimulation, B cells, similar to T cells, increase glycolysis, which is relatively inefficient for generating energy but provides building blocks needed for cell division and effector function. Aged B cells, upon stimulation, increased glycolysis as evidenced by an increase in lactate production, and by Seahorse flux analysis increases over resting B cells were comparable to those observed in young B cells. An analysis of transcripts indicated that aged B cells convert more pyruvate to lactate rather than acetyl-CoA for entrance into the TCA cycle than young B cells, which was confirmed by differences in OCR. This parameter of metabolism only increased in young but not old B cells after mitogen-mediated stimulation, demonstrating severe defects in the aged cells ability to gain energy through OXPHOS. This only became obvious once cells had to increase energy production to allow for cell proliferation and effector function. OXPHOS can be fueled by numerous substrates including carbohydrates, amino acids and lipids, which generate NADH and FADH_2_ upon degradation in the TCA cycle. In turn, NADH and FADH_2_ are essential for the conversion of ADP to ATP, the energy currency of life, in the energy transport chain, which according to the array data was significantly altered upon aging.

Another interesting finding was increased PD-1 expression on aged as compared to younger B cell populations as has been observed on T cells [53]. On T cells PD-1 is a well-described activation/exhaustion marker that dampens downstream signaling upon receptor/co-receptor ligation by blocking PI3K/Akt activation. This in turn decreases glucose uptake and glycolysis [32, 54]. Less is known abut the role of PD-1 on B cells although available evidence suggest that it also serves as an immunoinhibitors on these cells [55]. We observed the former when upon stimulation aged B cells showed less sustained Glut1 expression but not the latter as the ratio of glycolysis over OXPHOS clearly increased in aged B cells. As described previously for T cells [56], PD-1 was linked to increased levels of ROS, which may reflect increased oxidization of fatty acids to compensated for lack of glucose derived substrate fueling OXPHOS.

In summary, bone marrow-derived ASCs, which are generated throughout a lifespan of an individual show substantial differences in their gene expression profiles in aged as compared to young mice. In addition aged B engaged distinct metabolic pathways to produce energy upon stimulation, both of which may explain their deteriorating functions.

## MATERIALS AND METHODS

### Mice

Mice were obtained from Charles River labs and housed in the Wistar Institute's animal facility. Young mice were 6-8 weeks of age, and aged mice were > 17 months of age. All procedures followed approved protocols.

### Sample collection

Mice were euthanized by CO_2_ asphyxiation, and samples were collected. Bone marrow samples were isolated from the bones of the hind legs of each mouse. Cells within the marrow were flushed out using a 27 ½ G syringe, and resuspended in prewarmed L-15 media (Life technologies, CA). Whole spleens and PBMCs were also collected. Spleen samples were ground up in L-15 media, and filtered through BD Falcon cell strainers. Cells from both samples were then counted using a haemocytometer, and resuspended in DMEM (Life technologies, CA) media containing 10% Fetal Bovine Serum, Antibiotics (Penicillin and Streptomycin).

### B cell analysis by flow cytometry

The following fluorochrome conjugated antibodies were used: CD3-Pacific Blue, CD14-Pacific Blue, AmCyan Aqua Blue Live/Dead stain, CD19, B220, IgD and CD138. All antibodies were obtained from BD Biosciences (San Jose, CA) unless otherwise specified.

Samples were stained for 30 minutes at room temperature and then washed with PBS. The stained samples were analyzed in a LSRII flow cytometer (BD Biosciences, San Jose, CA).

### Microarrays

Bone marrow resident cells were isolated as described above, and stained for extracellular markers. Cells were then sorted on a FACS ARIA fluorescent cell sorter for ASCs. Total RNA and small RNA were isolated from sorted ASCs using the modified protocol of Ambion RNAqueous -Micro kit (cat #AM1931) to recover the small RNAs. The amount of total RNA was measured by Nanodrop and run on Agilent RNA 6000 pico kit (cat # 5067-1513). Total RNA at 10ng was amplified with NuGEN Ovation PicoSL WTA system (cat # 3310-48) to generate amplified cDNA which was then labeled with Biotin (NuGEN Encore BiotinIL Module, cat # 4210-48).

Biotin labeled cDNA at 750ng obtained from ASCs of young and aged mice was hybridized to Illumina MouseWG-6 v2 whole genome BeadChips. All arrays were processed in the Wistar Institute Genomics Facility.

### Data processing and analysis

Arrays were quantile normalized and the data filtered to remove non-informative probes that were expressed at background levels in the majority of the samples or had a maximum fold change below 1.2 between any two samples. A total of 25,988 probes were retained for further analysis. 

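With the filter on detection in at least 7.5 samples and on range, 11073 probes were kept, of which 8638 carry the name of 1 gene. Without the filter on range 11077 were kept. Because the groups differ in size, a probe detected only in the 6 aged samples cannot pass the detection filter. One detected only in the 9 young samples can. With detection in at least 6 samples and no filter on range, 112 probes were higher and 31 lower at an adjusted p under 0.05 from limma, against 117 and 36 with the main filter. The detection filter removes probes detected in few samples, such as that of Sdc1, which encodes CD138 of the sorting gate. It was detected in 1 of 9 young and 5 of 6 aged samples, with a log2 signal of 7.95 ± 0.20 (SD, n = 9) in young and 8.66 ± 0.49 (SD, n = 6) in aged samples.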

Replicates available for 2 samples were averaged prior to statistical analysis. 

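Over the tested probes, the root mean square difference in log2 signal was 0.465 between the arrays of young sample 3 and 0.484 between those of young sample 4. Between arrays of different young samples it was 0.432 to 0.818 (median 0.635). With the first array of each of these samples alone, 158 probes differed between aged and young at an adjusted p under 0.05 from limma.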

A *t*-test with a p-value cutoff of 0.05 was used to identify differentially expressed genes between the aged and young mice. 

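The test named by the methods, with equal variances and on the same values, gave 1492 probes at an unadjusted p under 0.05, 909 of them higher and 583 lower in the aged, and 590 at an unadjusted p under 0.01. After Benjamini-Hochberg adjustment 99 probes had a p under 0.05, 66 higher and 33 lower. With unequal variances it gave 1444 at an unadjusted and 53 at an adjusted p under 0.05.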

All preprocessing and microarray data analysis were conducted in MATLAB 8.0.0.783.

Probes with a *p*-value < 0.01 (unless otherwise noted) and a minimum fold change of 1.4 were selected for functional analysis. Ingenuity Pathway Analysis (IPA) and DAVID were used to identify enriched pathways and biological functions at a p-value cutoff of 0.05 after multiple-test correction using the Benjamini procedure.

### Quantitative reverse-transcription PCR

Splenic pan B cells were isolated from three young (14-16 wk old) and three aged (> 18 months old) C57BL/6J mice using negative selection Pan B cell isolation kit II (Miltenyi Biotec, Auburn, CA) according to manufacturer's instructions. An aliquot of B cells was frozen in RLT buffer as baseline samples (0 hr stimulation) and rest of the cells were stimulated for 24 hr or 48 hr in RPMI medium with 10% FBS containing a cocktail of 100 ng/mL pokeweed mitogen extract (Sigma-Aldrich, Saint Louis, MO), 1/10,000 dilution of heat-killed, formalin fixed *Staphylococcus aureus* Cowan I cells/PANSORBIN Cells (EMD Millipore, Billercia, MA), 2 μg/ml of oligo CpG ODN1826 and 1 μg/ml of Anti-CD40 (BioXcell, West Lebanon, NH). RNA was isolated following stimulation using RNeasy mini Kit (Qiagen, Valencia, CA) and cDNA was synthesized using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA) according to the manufacturer's instructions. The qPCR reactions were performed in 20 ul volume containing the 2.5 pm/μl primers with 2x Fast SYBR^®^ Green Master Mix (Applied Biosystems, Foster City, CA) in a Optical 96-Well Fast Clear Reaction Plates (Applied Biosystems, Foster City, CA). All reactions were performed in duplicates and the relative quantification of gene expression was calculated by using a ΔCT method. The following primers were used: Glut1 (Solute Carrier Family 2 (Facilitated Glucose Transporter), Member 1): forward: TGTGGGAGGAGCAGTGCTCG, reverse: TGGGCTCTCCGTAGCGGTG; Ldha (L-lactate dehydrogenase A chain;Ldha;ortholog), forward: AGAGCCGGCTCAACCTGGTC, reverse: TGGGTTAAGAGACTTCAGGGAGAC; Pdhx (Pyruvate dehydrogenase protein X component): forward: TGGTTGAAGAAGGGGAAGATTGG, reverse: AATCTGCGGCTGTGGAGAGG; G6pdx (Glucose-6-phosphate 1-dehydrogenase X), forward: ATGCCCGCTCACGACTCACAG, reverse: AGGAATTACGGGCAAAGAACTCC.

## SUPPLEMENTARY MATERIAL FIGURES AND TABLES

# Supplementary material for: Age-related changes in the transcriptome of antibody-secreting cells
**Source:** Oncotarget. 2016 Mar 7;7(12):13340–53. doi: 10.18632/oncotarget.7958
**Supplement:** Supplementary file 1

Age-related changes in the transcriptome of antibody-secreting cells

Supplementary Material

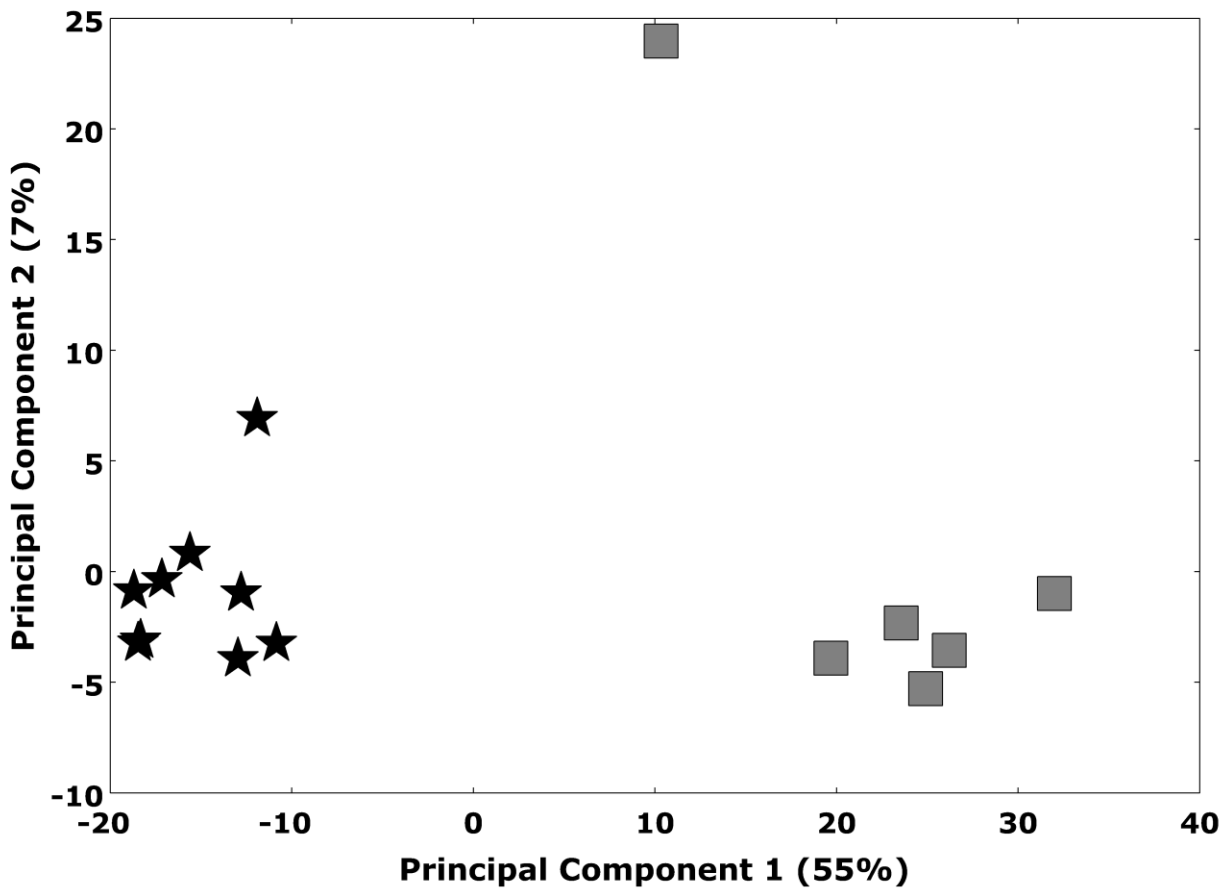

Suppl. Fig. 1 shows clustering of genes significant at a p-value of 0.01 along the first two principal components.

Nucleosome Assembly and Chromosome Structure

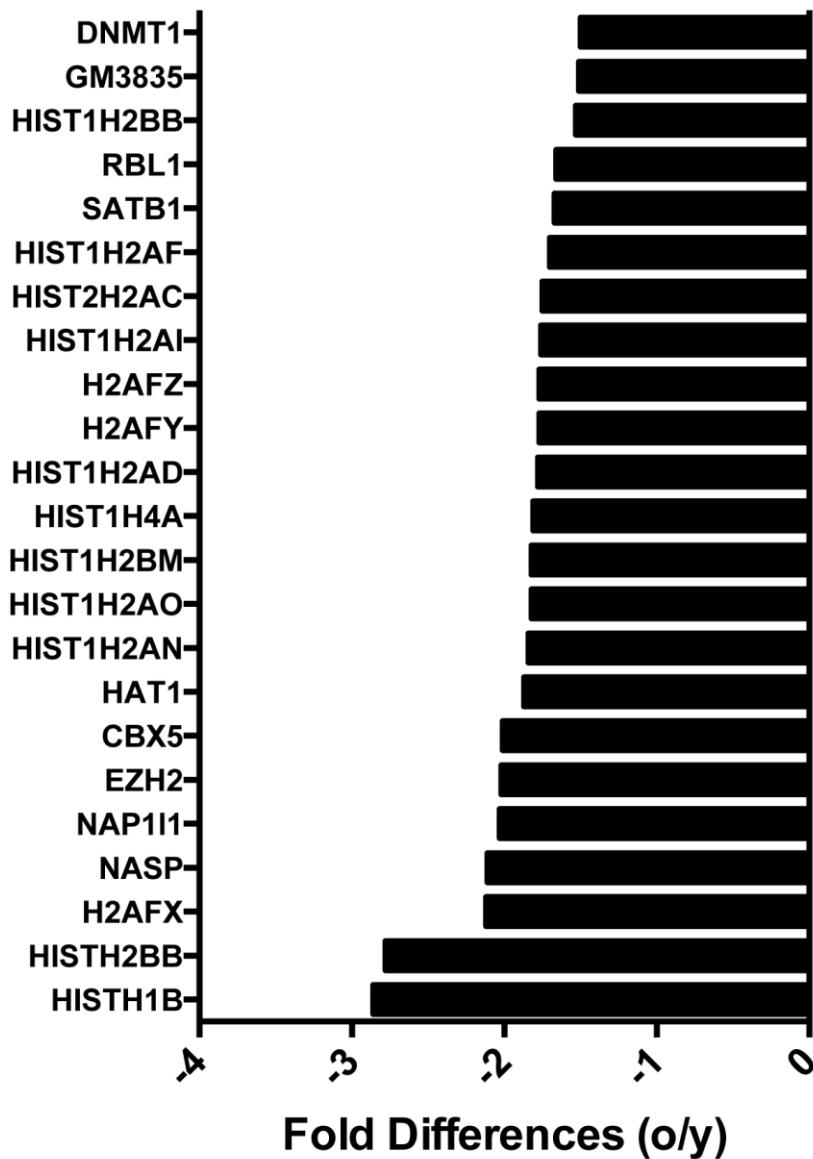

Suppl. Fig. 2 shows differences in the expression of genes involved in nucleosome assembly and chromosome structure using DAVID. Positive numbers show higher expression in the aged ASCs, negative numbers show higher expression in young ASCs.

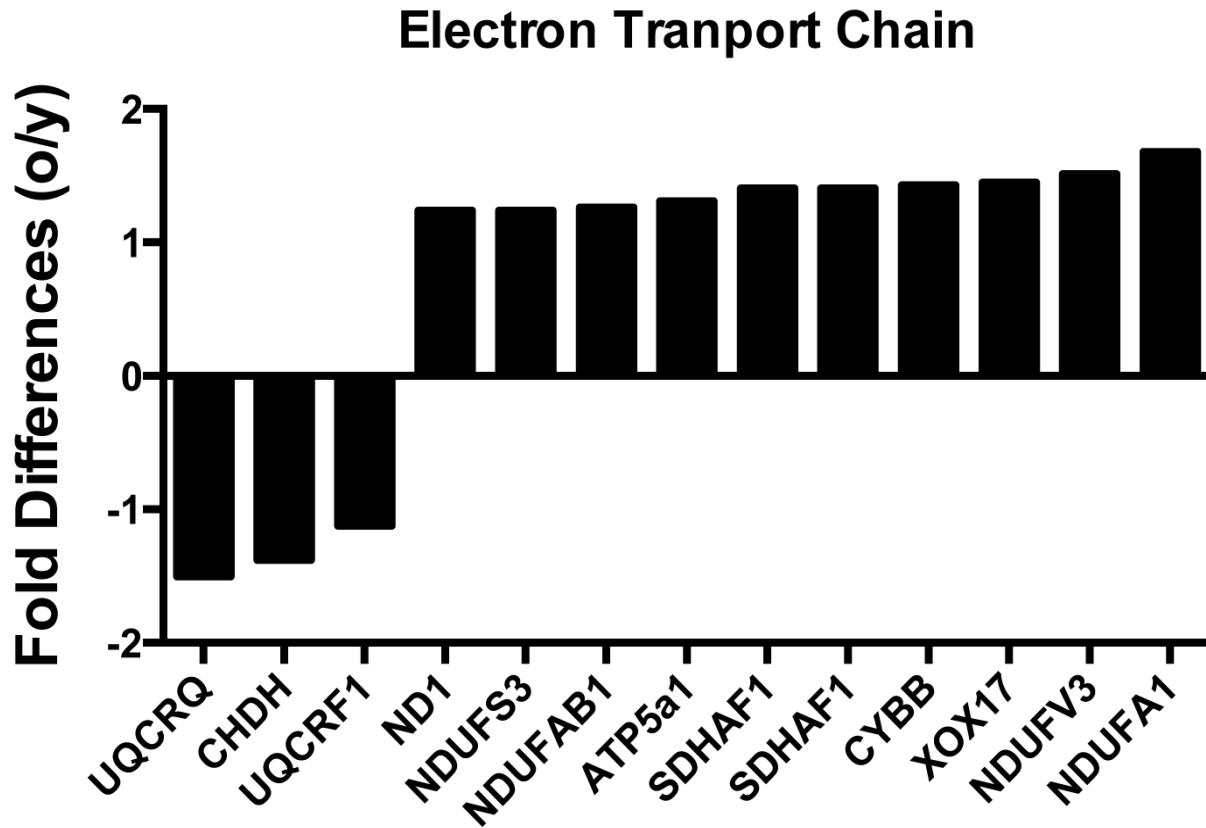

Suppl. Fig. 3 shows differences in the expression of genes involved in the electron transport chain. Positive numbers show higher expression in the aged ASCs, negative numbers show higher expression in young ASCs.

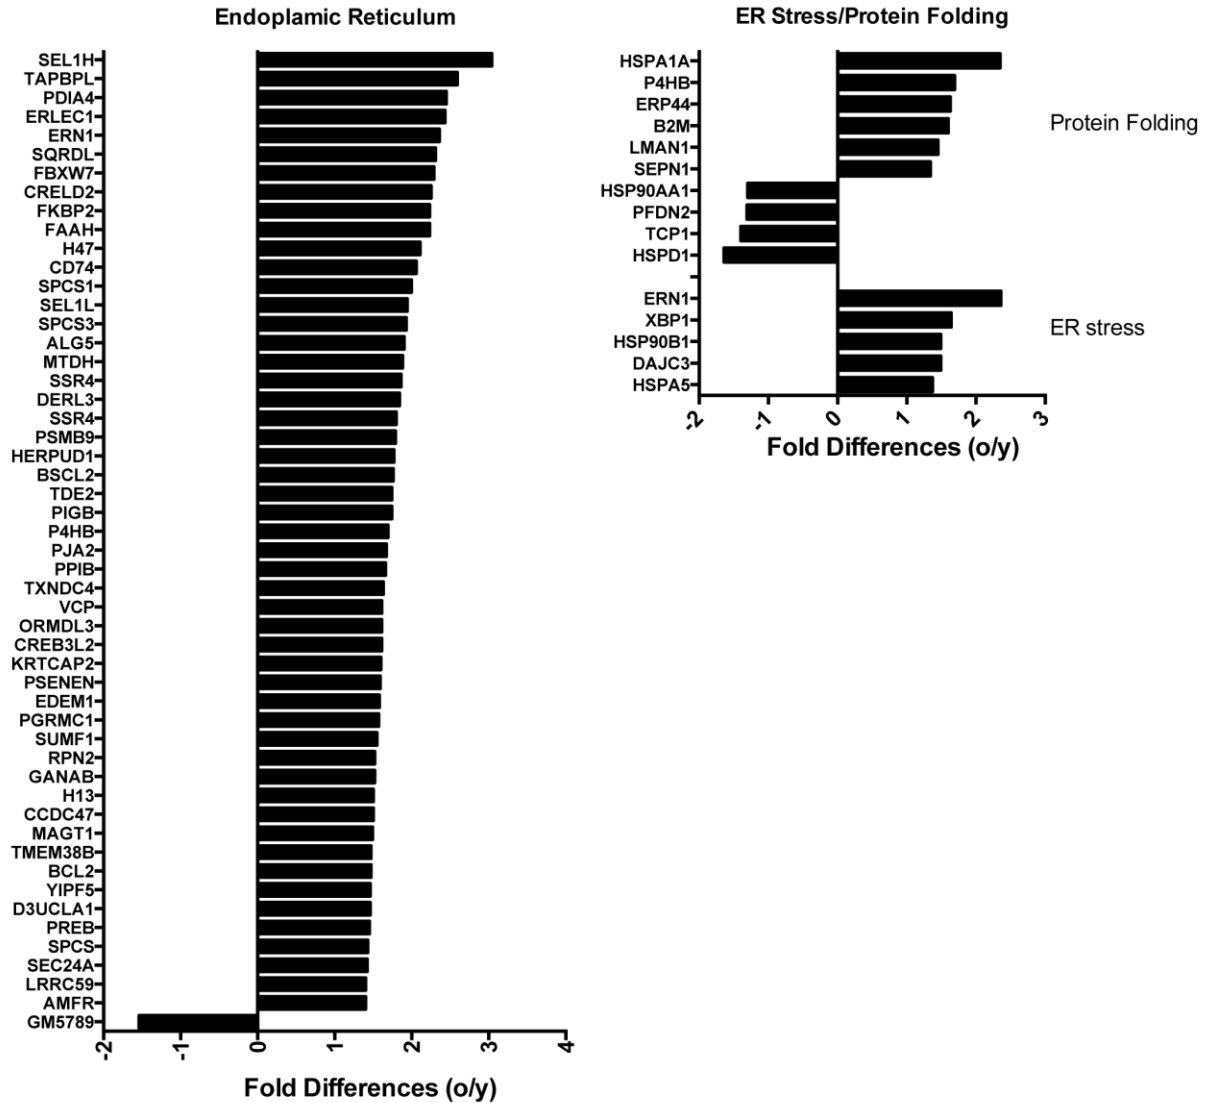

Suppl. Fig. 4 shows differences in the expression of genes associated with the endoplasmic reticulum (left) using DAVID. The bar graph on the right shows differential expression of transcripts encoding proteins involved in the ER stress response or protein folding. Positive numbers show higher expression in the aged ASCs, negative numbers show higher expression in young ASCs.

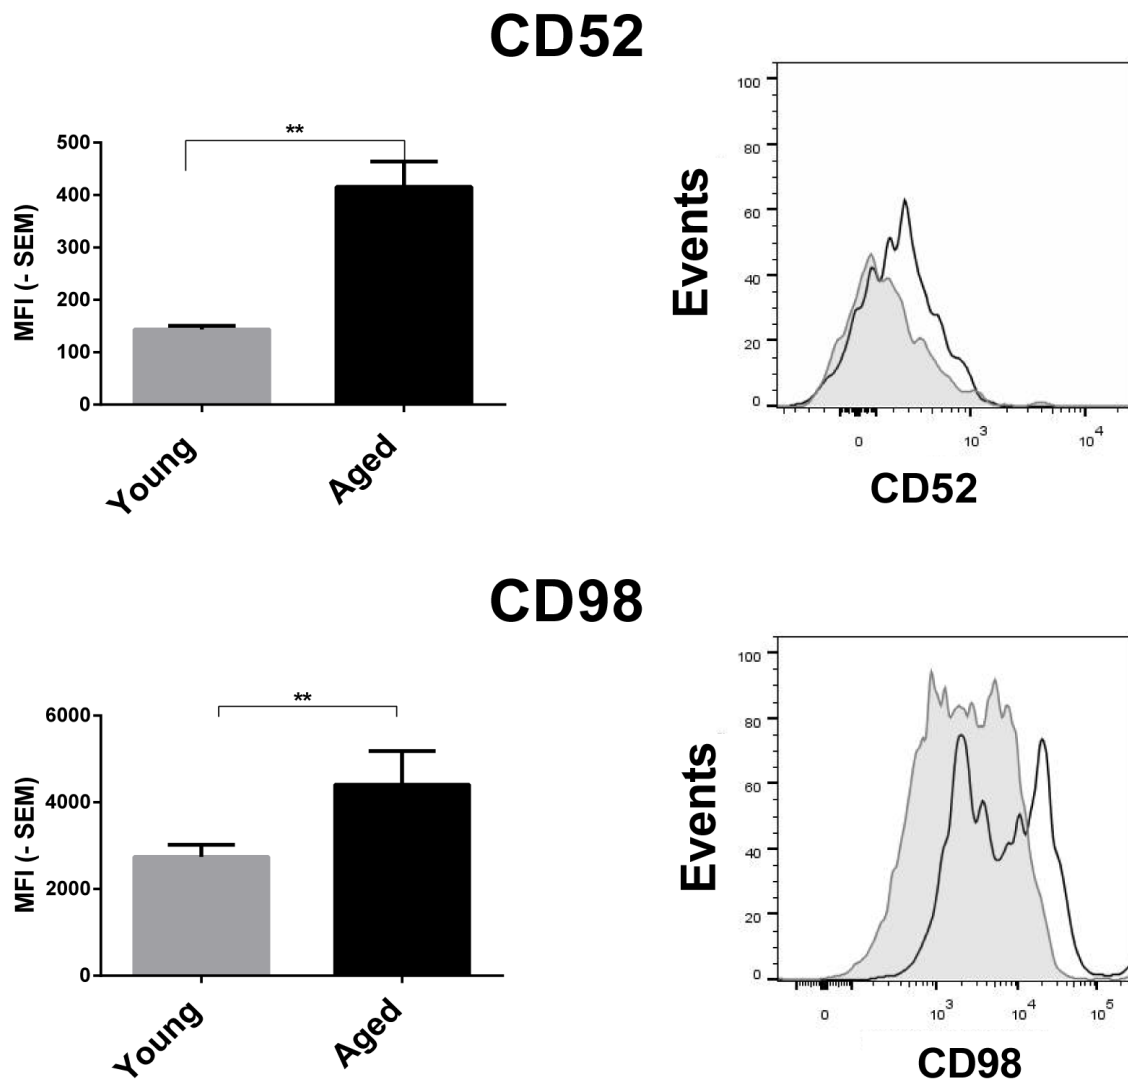

Suppl. Fig. 5. Expression levels of CD52 and CD98 on bone marrow derived ASCs from young and aged mice. Graphs on the left show Mean Fluorescent Intensity (MFI) of the specified molecule. Samples from aged mice are in black, and from young mice in grey. Error bars represent standard error of the mean (SEM). Representative histograms are shown on the right. Samples from aged mice are shown with a solid black line. Samples from young mice are shown in grey. * denotes significant differences as determined by Mann-Whitney test. (CD52: $p=0.0079$; CD98: $p=0.005$).

# Supplementary material for: Age-related changes in the transcriptome of antibody-secreting cells
**Source:** Oncotarget. 2016 Mar 7;7(12):13340–53. doi: 10.18632/oncotarget.7958
**Supplement:** Supplementary file 2

Supplemental Table 1

ILLUMINA ID	Accession	Gene Name	Gene Symbol	Gene Name 2	Gene Symbol 2	P-Value	Ratio
ILMN_1250340	AK042059	NaN (S)	A630055A<br>13Rik	nei like 3 (E. coli)	Neil3	8.14E-03	-3.349
ILMN_2436424	NaN	NaN (S)	Igl-5	n/a	n/a	1.47E-03	-3.078
ILMN_1232383	NM_00104<br>3228	deoxynucleotidyltransferase,<br>terminal (Dntt), transcript variant<br>2, mRNA. (S)	Dntt	deoxynucleotidyltransferase, terminal	DNTT	3.92E-03	-3.068
ILMN_2683910	NM_01084<br>8	myeloblastosis oncogene (Myb),<br>mRNA. (S)	Myb	myeloblastosis oncogene	myb	4.61E-03	-2.979
ILMN_2720813	NM_18342<br>8	erythrocyte protein band 4.1<br>(Epb4.1), mRNA. (S)	Epb4.1	erythrocyte protein band 4.1	Epb4.1	7.64E-03	-2.892
ILMN_2664593	NM_02003<br>4	histone cluster 1, H1b (Hist1h1b),<br>mRNA. (S)	Hist1h1b	histone cluster 1, H1b	Hist1h1b	2.21E-03	-2.856
ILMN_2846485	NM_01698<br>2	pre-B lymphocyte gene 1 (Vpreb1),<br>mRNA. (S)	Vpreb1	pre-B lymphocyte gene 1	Vpreb1	1.24E-02	-2.843
ILMN_1257463	BC051418	NaN (S)	Bcl11a	B-cell CLL/lymphoma 11A (zinc finger protein)	BCL11A	3.05E-02	-2.641
ILMN_2761370	NM_01022<br>9	FMS-like tyrosine kinase 3 (Flt3),<br>mRNA. (S)	Flt3	FMS-like tyrosine kinase 3	FLT3	1.09E-02	-2.318
ILMN_1241177	AK051132	NaN (S)	D130003E2<br>4Rik	n/a	n/a	3.03E-02	-2.290
ILMN_2817214	NM_17566<br>6	histone cluster 2, H2bb<br>(Hist2h2bb), mRNA. (S)	Hist2h2bb	histone cluster 1, H2bg; histone cluster 1, H2be; histone<br>cluster 2, H2bb; histone cluster 1, H2bc	Hist1h2b<br>c	3.70E-04	-2.275
ILMN_2692110	NM_00936<br>1	NaN (S)	Tfdp1	predicted gene 7390; transcription factor Dp 1; similar to<br>Transcription factor Dp-1 (E2F dimerization partner 1)<br>(DRTF1-polypeptide 1)	LOC6746<br>91	1.13E-02	-2.215
ILMN_2517041	NM_01093<br>1	ubiquitin-like, containing PHD and<br>RING finger domains, 1 (Uhrf1),<br>mRNA. (S)	Uhrf1	ubiquitin-like, containing PHD and RING finger domains, 1;<br>predicted gene 5648; similar to nuclear zinc finger protein<br>Np95	UHRF1	2.55E-05	-2.213
ILMN_1257520	NM_17820<br>1	histone cluster 1, H2bn<br>(Hist1h2bn), mRNA. (S)	Hist1h2bn	similar to Hist1h2bj protein; histone cluster 1, H2bl;<br>predicted gene, OTTMUSG00000013203; histone cluster<br>1, H2bj; histone cluster 1, H2bf; H2b histone family<br>member; histone cluster 1, H2bn	Gm1364<br>6	1.35E-02	-2.157

ILMN_2542331	XM_358107	NaN (S)	LOC385187	n/a	n/a	4.85E-06	-2.125
ILMN_2907878	NM_010436	H2A histone family, member X (H2afx), mRNA. (S)	H2afx	H2A histone family, member X	H2afx	6.09E-03	-2.115
ILMN_1221568	NM_025866	cell division cycle associated 7 (Cdca7), mRNA. (S)	Cdca7	cell division cycle associated 7	cdca7	1.81E-05	-2.113
ILMN_1238894	NM_016777	nuclear autoantigenic sperm protein (histone-binding) (Nasp), transcript variant 2, mRNA. (S)	Nasp	nuclear autoantigenic sperm protein (histone-binding); similar to nuclear autoantigenic sperm protein; NASP	NASP	5.18E-04	-2.106
ILMN_2527129	XM_287286	NaN (S)	LOC329750	n/a	n/a	6.21E-03	-2.101
ILMN_2819558	NM_007521	BTB and CNC homology 2 (Bach2), mRNA. (S)	Bach2	BTB and CNC homology 2	Bach2	8.24E-03	-2.083
ILMN_2916035	NM_010721	lamin B1 (Lmnb1), mRNA. (S)	Lmnb1	lamin B1	LMNB1	1.03E-02	-2.074
ILMN_2755384	NM_025900	DEK oncogene (DNA binding) (Dek), mRNA. (S)	Dek	DEK oncogene (DNA binding)	Dek	1.56E-03	-2.065
ILMN_1252076	NM_017372	lysozyme 2 (Lyz2), mRNA. (S)	Lyz2	lysozyme 2	LYZ2	3.77E-02	-2.055
ILMN_1237993	NM_016777	nuclear autoantigenic sperm protein (histone-binding) (Nasp), transcript variant 2, mRNA. (S)	Nasp	nuclear autoantigenic sperm protein (histone-binding); similar to nuclear autoantigenic sperm protein; NASP	NASP	2.81E-03	-2.041
ILMN_1241857	NM_015781	nucleosome assembly protein 1-like 1 (Nap1l1), mRNA. (S)	Nap1l1	similar to nucleosome assembly protein 1-like 1; nucleosome assembly protein 1-like 1	NAP1L1	1.52E-03	-2.033
ILMN_2606429	NM_007971	enhancer of zeste homolog 2 (Drosophila) (Ezh2), mRNA. (S)	Ezh2	enhancer of zeste homolog 2 (Drosophila)	Ezh2	3.61E-04	-2.019
ILMN_1227305	XM_358117	NaN (S)	LOC385205	n/a	n/a	1.59E-03	-2.015
ILMN_3055904	NM_001076789	chromobox homolog 5 (Drosophila HP1a) (Cbx5), transcript variant 2, mRNA. (I)	Cbx5	chromobox homolog 5 (Drosophila HP1a)	CBX5	2.83E-03	-2.011
ILMN_2428117	XM_001478125	PREDICTED: zinc finger, CCHC domain containing 2 (Zcchc2), mRNA. (S)	Zcchc2	zinc finger, CCHC domain containing 2	ZCCHC2	1.45E-02	-1.994
ILMN_1222228	NM_007415	poly (ADP-ribose) polymerase family, member 1 (Parp1), mRNA. (S)	Parp1	poly (ADP-ribose) polymerase family, member 1	parp1	3.25E-02	-1.969

ILMN_2602855	XM_133073	PREDICTED: nucleoporin 205, transcript variant 1 (Nup205), mRNA. (S)	Nup205	nucleoporin 205	NUP205	8.09E-04	-1.958
ILMN_2541380	XM_358005	NaN (S)	LOC385032	n/a	n/a	1.85E-04	-1.938
ILMN_2719202	NM_178195	histone cluster 1, H2bf (Hist1h2bf), mRNA. (S)	Hist1h2bf	similar to Hist1h2bj protein; histone cluster 1, H2bl; predicted gene, OTTMUSG00000013203; histone cluster 1, H2bj; histone cluster 1, H2bf; H2b histone family member; histone cluster 1, H2bn	Gm13646	1.40E-02	-1.933
ILMN_1233116	NM_008696	mitogen-activated protein kinase kinase kinase 4 (Map4k4), mRNA. (S)	Map4k4	mitogen-activated protein kinase kinase kinase 4	MAP4K4	1.06E-02	-1.923
ILMN_1240571	NM_009955	NaN (S)	Dpysl2	dihydropyrimidinase-like 2	Dpysl2	2.53E-03	-1.916
ILMN_2987062	NM_144543	thymocyte nuclear protein 1 (Thyn1), mRNA. (S)	Thyn1	thymocyte nuclear protein 1	THYN1	2.86E-02	-1.916
ILMN_1250907	NM_008564	minichromosome maintenance deficient 2 mitotin (S. cerevisiae) (Mcm2), mRNA. (S)	Mcm2	minichromosome maintenance deficient 2 mitotin (S. cerevisiae)	mcm2	2.30E-02	-1.914
ILMN_2951691	NM_178205	histone cluster 1, H3e (Hist1h3e), mRNA. (S)	Hist1h3e	histone cluster 2, H3b; histone cluster 1, H3f; histone cluster 1, H3e; histone cluster 2, H3c1; histone cluster 1, H3d; histone cluster 1, H3c; histone cluster 1, H3b; histone cluster 2, H3c2; histone cluster 2, H2aa1; histone cluster 2, H2aa2	HIST2H3B	4.38E-02	-1.913
ILMN_2732795	NM_001085387	myosin light chain 2, precursor lymphocyte-specific (Mylc2pl), transcript variant 2, mRNA. (S)	Mylc2pl	myosin, light chain 10, regulatory	myl10	3.99E-02	-1.901
ILMN_1248132	NM_019641	NaN (S)	Stmn1	stathmin 1; predicted gene 11223; predicted gene 6393	Stmn1-rs2	2.91E-03	-1.883
ILMN_1232524	NM_175656	histone cluster 1, H4i (Hist1h4i), mRNA. (S)	Hist1h4i	histone cluster 1, H4k; histone cluster 1, H4m; histone cluster 4, H4; similar to germinal histone H4 gene; histone cluster 1, H4h; histone cluster 1, H4j; histone cluster 1, H4i; histone cluster 1, H4d; histone cluster 1, H4c; histone cluster 1, H4f; histone cluster 1, H4b; histone cluster 1, H4a; histone cluster 2, H4; similar to histone H4	Hist1h4c	1.91E-02	-1.883
ILMN_2721231	NM_009391	RAN, member RAS oncogene family (Ran), mRNA. (S)	Ran	RAS-like, family 2, locus 9; RAN, member RAS oncogene family; similar to RAN, member RAS oncogene family	LOC100045999	1.30E-03	-1.867

ILMN_2747651	NM_026115	histone aminotransferase 1 (Hat1), mRNA. (S)	Hat1	histone aminotransferase 1	HAT1	3.93E-03	-1.866
ILMN_1227793	NM_015753	zinc finger E-box binding homeobox 2 (Zeb2), transcript variant 2, mRNA. (S)	Zeb2	zinc finger E-box binding homeobox 2	Zeb2	2.09E-03	-1.864
ILMN_2985128	NM_175652	histone cluster 4, H4 (Hist4h4), mRNA. (S)	Hist4h4	histone cluster 1, H4k; histone cluster 1, H4m; histone cluster 4, H4; similar to germinal histone H4 gene; histone cluster 1, H4h; histone cluster 1, H4j; histone cluster 1, H4i; histone cluster 1, H4d; histone cluster 1, H4c; histone cluster 1, H4f; histone cluster 1, H4b; histone cluster 1, H4a; histone cluster 2, H4; similar to histone H4	Hist1h4c	1.30E-02	-1.862
ILMN_3004142	NM_021420	serine/threonine kinase 4 (Stk4), mRNA. (S)	Stk4	serine/threonine kinase 4	STK4	4.36E-02	-1.862
ILMN_1236125	NM_008567	minichromosome maintenance deficient 6 (MIS5 homolog, S. pombe) (S. cerevisiae) (Mcm6), mRNA. (S)	Mcm6	minichromosome maintenance deficient 6 (MIS5 homolog, S. pombe) (S. cerevisiae)	MCM6	4.03E-02	-1.856
ILMN_2572235	AK053176	NaN (S)	Il18rap	interleukin 18 receptor accessory protein	IL18RAP	5.77E-03	-1.856
ILMN_1213616	NM_008568	minichromosome maintenance deficient 7 (S. cerevisiae) (Mcm7), mRNA. (S)	Mcm7	minichromosome maintenance deficient 7 (S. cerevisiae)	MCM7	6.37E-03	-1.855
ILMN_2742152	NM_007836	growth arrest and DNA-damage-inducible 45 alpha (Gadd45a), mRNA. (S)	Gadd45a	growth arrest and DNA-damage-inducible 45 alpha	GADD45A	4.63E-03	-1.855
ILMN_3009860	NM_011346	selectin, lymphocyte (Sell), mRNA. (S)	Sell	selectin, lymphocyte	SELL	5.45E-03	-1.850
ILMN_1248830	NM_178184	histone cluster 1, H2an (Hist1h2an), mRNA. (S)	Hist1h2an	histone cluster 1, H2ad; histone cluster 1, H2ae; histone cluster 1, H2ag; histone cluster 1, H2ah; histone cluster 1, H2ai; similar to histone 2a; histone cluster 1, H2an; histone cluster 1, H2ao; histone cluster 1, H2ac; histone cluster 1, H2ab	Hist1h2ab	2.62E-03	-1.837

ILMN_1256989	NM_178210	histone cluster 1, H4j (Hist1h4j), mRNA. (S)	Hist1h4j	histone cluster 1, H4k; histone cluster 1, H4m; histone cluster 4, H4; similar to germinal histone H4 gene; histone cluster 1, H4h; histone cluster 1, H4j; histone cluster 1, H4i; histone cluster 1, H4d; histone cluster 1, H4c; histone cluster 1, H4f; histone cluster 1, H4b; histone cluster 1, H4a; histone cluster 2, H4; similar to histone H4	Hist1h4c	1.43E-02	-1.828
ILMN_1234959	XM_132006	NaN (S)	Whsc1	n/a	n/a	2.27E-02	-1.824
ILMN_2891646	NM_178200	histone cluster 1, H2bm (Hist1h2bm), mRNA. (S)	Hist1h2bm	histone cluster 1, H2bm	HIST1H2BM	7.74E-03	-1.823
ILMN_2740902	XM_001000692	PREDICTED: antigen identified by monoclonal antibody Ki 67 (Mki67), mRNA. (S)	Mki67	antigen identified by monoclonal antibody Ki 67	MKI67	2.29E-02	-1.820
ILMN_2525570	NM_178211	histone cluster 1, H4k (Hist1h4k), mRNA. (S)	Hist1h4k	histone cluster 1, H4k; histone cluster 1, H4m; histone cluster 4, H4; similar to germinal histone H4 gene; histone cluster 1, H4h; histone cluster 1, H4j; histone cluster 1, H4i; histone cluster 1, H4d; histone cluster 1, H4c; histone cluster 1, H4f; histone cluster 1, H4b; histone cluster 1, H4a; histone cluster 2, H4; similar to histone H4	Hist1h4c	4.37E-02	-1.817
ILMN_2745425	NM_133878	regulator of chromosome condensation 1 (Rcc1), mRNA. (S)	Rcc1	regulator of chromosome condensation 1	rcc1	1.00E-03	-1.817
ILMN_1228334	NM_023203	RIKEN cDNA 2410015N17 gene (2410015N17Rik), mRNA. (S)	2410015N17Rik	dCTP pyrophosphatase 1	DCTPP1	2.72E-02	-1.811
ILMN_2759159	NM_178192	histone cluster 1, H4a (Hist1h4a), mRNA. (S)	Hist1h4a	histone cluster 1, H4k; histone cluster 1, H4m; histone cluster 4, H4; similar to germinal histone H4 gene; histone cluster 1, H4h; histone cluster 1, H4j; histone cluster 1, H4i; histone cluster 1, H4d; histone cluster 1, H4c; histone cluster 1, H4f; histone cluster 1, H4b; histone cluster 1, H4a; histone cluster 2, H4; similar to histone H4	Hist1h4c	7.45E-03	-1.811
ILMN_1219094	AK085249	NaN (S)	D530050H15Rik	predicted gene 9938	Gm9938	4.85E-02	-1.810
ILMN_1232116	XM_195821	NaN (S)	LOC268569	n/a	n/a	3.69E-03	-1.807

ILMN_2836654	NM_178185	histone cluster 1, H2ao (Hist1h2ao), mRNA. (S)	Hist1h2ao	histone cluster 1, H2ad; histone cluster 1, H2ae; histone cluster 1, H2ag; histone cluster 1, H2ah; histone cluster 1, H2ai; similar to histone 2a; histone cluster 1, H2an; histone cluster 1, H2ao; histone cluster 1, H2ac; histone cluster 1, H2ab	Hist1h2ab	2.67E-03	-1.806
ILMN_2937548	NM_175657	histone cluster 1, H4m (Hist1h4m), mRNA. (S)	Hist1h4m	histone cluster 1, H4k; histone cluster 1, H4m; histone cluster 4, H4; similar to germinal histone H4 gene; histone cluster 1, H4h; histone cluster 1, H4j; histone cluster 1, H4i; histone cluster 1, H4d; histone cluster 1, H4c; histone cluster 1, H4f; histone cluster 1, H4b; histone cluster 1, H4a; histone cluster 2, H4; similar to histone H4	Hist1h4c	3.17E-02	-1.804
ILMN_2819319	NM_009104	ribonucleotide reductase M2 (Rrm2), mRNA. (S)	Rrm2	ribonucleotide reductase M2	rrm2	4.19E-04	-1.803
ILMN_2453874	NM_001098227	syndecan binding protein (Sdcbp), transcript variant 1, mRNA. (S)	Sdcbp	similar to syntenin; syndecan binding protein	LOC100047309	5.51E-03	-1.801
ILMN_2533143	XM_134040	NaN (S)	LOC234081	n/a	n/a	3.84E-02	-1.793
ILMN_1255581	XR_001819	PREDICTED: similar to nuclease sensitive element binding protein 1 (LOC630936), misc RNA. (S)	LOC630936	predicted gene 6540; predicted gene 11560; similar to nuclease sensitive element binding protein 1; Y box protein 1	Gm6540	3.67E-02	-1.787
ILMN_1215681	NM_007590	calmodulin 3 (Calm3), mRNA. (S)	Calm3	predicted gene 7743; calmodulin 3; calmodulin 2; calmodulin 1; predicted gene 7308	Gm7308	1.01E-03	-1.781
ILMN_1226839	NM_178188	histone cluster 1, H2ad (Hist1h2ad), mRNA. (S)	Hist1h2ad	histone cluster 1, H2ad; histone cluster 1, H2ae; histone cluster 1, H2ag; histone cluster 1, H2ah; histone cluster 1, H2ai; similar to histone 2a; histone cluster 1, H2an; histone cluster 1, H2ao; histone cluster 1, H2ac; histone cluster 1, H2ab	Hist1h2ab	2.78E-03	-1.781
ILMN_2716195	NM_178197	histone cluster 1, H2bh (Hist1h2bh), mRNA. (S)	Hist1h2bh	histone cluster 1, H2bh	Hist1h2bh	3.42E-02	-1.779
ILMN_2654932	NM_001033313	PDGFA associated protein 1 (Pdap1), mRNA. (S)	Pdap1	PDGFA associated protein 1	PDAP1	2.65E-02	-1.777
ILMN_1219433	XR_003570	PREDICTED: similar to High mobility group protein 1 (HMG-1) (High mobility group protein B1) (Amphoterin) (Heparin-binding protein p30) (LOC671784), mRNA. (S)	LOC671784	n/a	n/a	3.27E-04	-1.767

ILMN_1212989	XM_001476780	PREDICTED: similar to histone macroH2A1.2 (LOC100046770), mRNA. (S)	LOC100046770	H2A histone family, member Y	H2AFY	9.60E-04	-1.767
ILMN_2669404	NM_010722	lamin B2 (Lmnb2), mRNA. (S)	Lmnb2	lamin B2	Lmnb2	2.33E-02	-1.761
ILMN_2866970	NM_010615	kinesin family member 11 (Kif11), mRNA. (S)	Kif11	kinesin family member 11	KIF11	4.17E-02	-1.759
ILMN_1238276	NM_178182	histone cluster 1, H2ai (Hist1h2ai), mRNA. (S)	Hist1h2ai	histone cluster 1, H2ad; histone cluster 1, H2ae; histone cluster 1, H2ag; histone cluster 1, H2ah; histone cluster 1, H2ai; similar to histone 2a; histone cluster 1, H2an; histone cluster 1, H2ao; histone cluster 1, H2ac; histone cluster 1, H2ab	Hist1h2ab	9.34E-03	-1.759
ILMN_2742849	NM_008566	minichromosome maintenance deficient 5, cell division cycle 46 (S. cerevisiae) (Mcm5), mRNA. (S)	Mcm5	minichromosome maintenance deficient 5, cell division cycle 46 (S. cerevisiae)	Mcm5	8.06E-03	-1.758
ILMN_1218380	NM_175662	histone cluster 2, H2ac (Hist2h2ac), mRNA. (S)	Hist2h2ac	histone cluster 2, H2ac	Hist2h2ac	6.66E-03	-1.753
ILMN_2968907	NM_025372	timeless interacting protein (Tipin), mRNA. (S)	Tipin	timeless interacting protein	TIPIN	1.88E-02	-1.753
ILMN_1231138	NM_007891	E2F transcription factor 1 (E2f1), mRNA. (S)	E2f1	E2F transcription factor 1	E2F1	1.36E-02	-1.752
ILMN_2983686	NM_145520	TruB pseudouridine (psi) synthase homolog 2 (E. coli) (Trub2), mRNA. (S)	Trub2	TruB pseudouridine (psi) synthase homolog 2 (E. coli)	trub2	4.14E-02	-1.750
ILMN_1234257	NM_027901	general transcription factor IIIC, polypeptide 2, beta (Gtf3c2), mRNA. (S)	Gtf3c2	general transcription factor IIIC, polypeptide 2, beta; Mpv17 transgene, kidney disease mutant	MPV17	1.36E-02	-1.750
ILMN_1243654	NM_178211	histone cluster 1, H4k (Hist1h4k), mRNA. (S)	Hist1h4k	histone cluster 1, H4k; histone cluster 1, H4m; histone cluster 4, H4; similar to germinal histone H4 gene; histone cluster 1, H4h; histone cluster 1, H4j; histone cluster 1, H4i; histone cluster 1, H4d; histone cluster 1, H4c; histone cluster 1, H4f; histone cluster 1, H4b; histone cluster 1, H4a; histone cluster 2, H4; similar to histone H4	Hist1h4c	3.55E-02	-1.749

ILMN_2745212	NM_178182	histone cluster 1, H2ai (Hist1h2ai), mRNA. (S)	Hist1h2ai	histone cluster 1, H2ad; histone cluster 1, H2ae; histone cluster 1, H2ag; histone cluster 1, H2ah; histone cluster 1, H2ai; similar to histone 2a; histone cluster 1, H2an; histone cluster 1, H2ao; histone cluster 1, H2ac; histone cluster 1, H2ab	Hist1h2ab	3.81E-03	-1.748
ILMN_1255633	AK051805	NaN (S)	D130099D04Rik	sodium channel, voltage-gated, type III, beta	SCN3B	2.59E-02	-1.748
ILMN_1230265	NM_175655	histone cluster 1, H4f (Hist1h4f), mRNA. (S)	Hist1h4f	histone cluster 1, H4k; histone cluster 1, H4m; histone cluster 4, H4; similar to germinal histone H4 gene; histone cluster 1, H4h; histone cluster 1, H4j; histone cluster 1, H4i; histone cluster 1, H4d; histone cluster 1, H4c; histone cluster 1, H4f; histone cluster 1, H4b; histone cluster 1, H4a; histone cluster 2, H4; similar to histone H4	Hist1h4c	3.14E-02	-1.745
ILMN_2626190	XM_001474702	PREDICTED: similar to Nedd4 binding protein 2 (LOC100044124), mRNA. (S)	LOC100044124	similar to Nedd4 binding protein 2; NEDD4 binding protein 2	N4bp2	3.96E-02	-1.745
ILMN_2977624	NM_009103	ribonucleotide reductase M1 (Rrm1), mRNA. (S)	Rrm1	ribonucleotide reductase M1	Rrm1	9.20E-03	-1.741
ILMN_2622209	NM_026001	ribonuclease H2, subunit B (Rnaseh2b), mRNA. (S)	Rnaseh2b	ribonuclease H2, subunit B	RNASEH2B	4.84E-02	-1.739
ILMN_2615015	NM_133198	liver glycogen phosphorylase (Pygl), mRNA. (S)	Pygl	liver glycogen phosphorylase	PYGL	5.35E-03	-1.738
ILMN_3074985	NM_016750	H2A histone family, member Z (H2afz), mRNA. (I)	H2afz	H2A histone family, member Z; predicted gene 6722; predicted gene 8203	H2AFZ	5.86E-03	-1.738
ILMN_2830661	NM_011623	topoisomerase (DNA) II alpha (Top2a), mRNA. (S)	Top2a	topoisomerase (DNA) II alpha	TOP2A	8.06E-03	-1.729
ILMN_2602542	NM_008511	NaN (S)	Lrmp	lymphoid-restricted membrane protein	LRMP	1.33E-02	-1.725
ILMN_1241976	NM_133835	ubiquitin associated domain containing 1 (Ubac1), mRNA. (S)	Ubac1	ubiquitin associated domain containing 1	ubac1	9.82E-03	-1.723
ILMN_1237677	NM_025814	Serpine1 mRNA binding protein 1 (Serbp1), mRNA. (S)	Serbp1	serpine1 mRNA binding protein 1	serbp1	3.95E-02	-1.718
ILMN_2744398	NM_017375	osteoclast stimulating factor 1 (Ostf1), mRNA. (S)	Ostf1	osteoclast stimulating factor 1	ostf1	3.81E-02	-1.718
ILMN_2675669	NM_007654	CD72 antigen (Cd72), mRNA. (S)	Cd72	CD72 antigen	CD72	2.28E-02	-1.714

ILMN_2541505	NM_177184	vacuolar protein sorting 13C (yeast) (Vps13c), mRNA. (S)	Vps13c	vacuolar protein sorting 13C (yeast)	Vps13c	1.94E-02	-1.707
ILMN_1237672	NM_011234	RAD51 homolog (S. cerevisiae) (Rad51), mRNA. (S)	Rad51	RAD51 homolog (S. cerevisiae)	rad51	2.56E-03	-1.704
ILMN_2610744	NM_010858	myosin, light polypeptide 4 (Myl4), mRNA. (S)	Myl4	myosin, light polypeptide 4	MYL4	2.39E-02	-1.703
ILMN_1219574	NM_175661	histone cluster 1, H2af (Hist1h2af), mRNA. (S)	Hist1h2af	histone cluster 1, H2af	Hist1h2af	5.01E-03	-1.702
ILMN_1239878	NM_178372	protease, serine, 34 (Prss34), mRNA. (S)	Prss34	protease, serine, 34	Prss34	3.97E-02	-1.701
ILMN_3145213	NM_008210	H3 histone, family 3A (H3f3a), mRNA. (A)	H3f3a	predicted gene 14383; predicted gene 3835; predicted gene 14384; predicted gene 12950; predicted gene, 670915; H3 histone, family 3A; predicted gene 12657; predicted gene 6132; predicted gene 10257; predicted gene 7227; H3 histone, family 3B; predicted gene 6128; similar to histone; predicted gene 1986; predicted gene 6186; hypothetical protein LOC676337; predicted gene 6421; predicted gene 2198; predicted gene 6817; predicted gene 8095; predicted gene 12271; predicted gene 13529; predicted gene 8029; predicted gene 4938; predicted gene 7100; predicted gene 9014; similar to Histone H3.4 (Embryonic); predicted gene 7179; similar to H3 histone, family 3B; predicted gene 7900; predicted gene 2099; similar to H3 histone, family 3A; predicted gene 6749; predicted gene 6485; predicted gene 4028; predicted gene 7194	Gm3835	1.45E-02	-1.700
ILMN_2712751	XM_122922	NaN (S)	Hnrpa1	n/a	n/a	1.93E-03	-1.697
ILMN_1232189	XM_284494	PREDICTED: DEAD (Asp-Glu-Ala-Asp) box polypeptide 10 (Ddx10), mRNA. (S)	Ddx10	DEAD (Asp-Glu-Ala-Asp) box polypeptide 10	ddx10	5.29E-03	-1.697
ILMN_2636781	NM_175665	histone cluster 1, H2bk (Hist1h2bk), mRNA. (S)	Hist1h2bk	histone cluster 1, H2bk	HIST1H2BK	4.36E-02	-1.694
ILMN_2592253	NM_178206	histone cluster 1, H3h (Hist1h3h), mRNA. (S)	Hist1h3h	histone cluster 1, H3i; histone cluster 1, H3h; histone cluster 1, H3g; predicted gene 12260; histone cluster 1, H3a	hist1h3g	3.92E-02	-1.694

ILMN_2632712	NM_009689	baculoviral IAP repeat-containing 5 (Birc5), transcript variant 1, mRNA. (S)	Birc5	baculoviral IAP repeat-containing 5	BIRC5	4.52E-05	-1.693
ILMN_2674979	NM_139149	NaN (S)	Fus	fusion, derived from t(12;16) malignant liposarcoma (human)	fus	2.04E-02	-1.692
ILMN_2668243	NM_019648	methionine aminopeptidase 2 (Metap2), mRNA. (S)	Metap2	methionine aminopeptidase 2	metap2	3.17E-02	-1.691
ILMN_1225312	NM_007450	solute carrier family 25 (mitochondrial carrier, adenine nucleotide translocator), member 4 (Slc25a4), mRNA. (S)	Slc25a4	solute carrier family 25 (mitochondrial carrier, adenine nucleotide translocator), member 4	SLC25A4	3.95E-04	-1.690
ILMN_1247933	NM_013590	lysozyme 1 (Lyz1), mRNA. (S)	Lyz1	lysozyme 1	Lyz1	8.95E-03	-1.689
ILMN_1238026	AK050974	NaN (S)	D030048H11Rik	progesterone immunomodulatory binding factor 1	pibf1	1.29E-02	-1.687
ILMN_2622208	XM_127746	NaN (S)	2610207P08Rik	n/a	n/a	1.44E-02	-1.684
ILMN_2752817	NM_010848	myeloblastosis oncogene (Myb), mRNA. (S)	Myb	myeloblastosis oncogene	myb	1.37E-03	-1.678
ILMN_2635205	NM_011033	poly A binding protein, cytoplasmic 2 (Pabpc2), mRNA. (S)	Pabpc2	poly(A) binding protein, cytoplasmic 2	Pabpc2	1.53E-02	-1.678
ILMN_2742592	NM_178194	histone cluster 1, H2be (Hist1h2be), mRNA. (S)	Hist1h2be	histone cluster 1, H2bg; histone cluster 1, H2be; histone cluster 2, H2bb; histone cluster 1, H2bc	Hist1h2bc	1.18E-02	-1.675
ILMN_2639081	NM_016957	NaN (S)	Hmgn2	high mobility group nucleosomal binding domain 4; predicted gene 7931; predicted gene 10282; predicted gene 3338; high mobility group nucleosomal binding domain 2; predicted gene 6594; predicted gene 6750; predicted gene 10182; predicted gene 6724; predicted gene 4248; predicted gene 9525; predicted gene 15296; similar to Hmgn2 protein; predicted gene 7125; hypothetical protein LOC638323; predicted gene 6651; predicted gene 5899; predicted gene 14008; predicted gene 16494; similar to high mobility group nucleosomal binding domain 2	Gm10182	2.52E-03	-1.671
ILMN_2715802	NM_016660	high mobility group AT-hook 1 (Hmga1), transcript variant 1, mRNA. (S)	Hmga1	high mobility group AT-hook I, related sequence 1; high mobility group AT-hook 1	Hmga1-rs1	3.39E-02	-1.669

ILMN_2655577	NM_011131	polymerase (DNA directed), delta 1, catalytic subunit (Pold1), mRNA. (S)	Pold1	polymerase (DNA directed), delta 1, catalytic subunit	Pold1	2.66E-02	-1.666
ILMN_2664548	NM_025396	6-phosphogluconolactonase (Pgls), mRNA. (S)	Pgls	6-phosphogluconolactonase	pgls	4.62E-02	-1.666
ILMN_1257178	NM_175494	zinc finger protein 367 (Zfp367), mRNA. (S)	Zfp367	zinc finger protein 367	Zfp367	4.31E-03	-1.666
ILMN_2648376	XM_001481214	PREDICTED: similar to nuclear pore-targeting complex component of 58 kDa, transcript variant 1 (LOC100043906), mRNA. (S)	LOC100043906	similar to ribosomal protein L38; predicted gene 13020; ribosomal protein L38; predicted gene 4991; karyopherin (importin) alpha 2; predicted gene 9028; predicted gene 8129; predicted gene 7123; predicted gene 5832; predicted gene 10184; predicted gene 7379; predicted gene 10259	Gm7379	2.18E-02	-1.665
ILMN_1216380	NM_008383	centrosomal protein 250 (Cep250), mRNA. XM_902553 XM_907859 XM_920619 XM_920625 XM_920632 (S)	Cep250	centrosomal protein 250	CEP250	1.58E-02	-1.664
ILMN_2691192	NM_009031	retinoblastoma binding protein 7 (Rbbp7), mRNA. (S)	Rbbp7	retinoblastoma binding protein 7; predicted gene 6382	Gm6382	4.97E-02	-1.663
ILMN_1220726	NM_009122	special AT-rich sequence binding protein 1 (Satb1), mRNA. (S)	Satb1	special AT-rich sequence binding protein 1	Satb1	3.06E-03	-1.663
ILMN_3088934	NM_001037279	RIKEN cDNA 2700094K13 gene (2700094K13Rik), transcript variant 2, mRNA. (A)	2700094K13Rik	RIKEN cDNA 2700094K13 gene	2700094K13Rik	3.34E-02	-1.663
ILMN_2772930	NM_008114	NaN (S)	Gfi1b	growth factor independent 1B	GFI1B	4.05E-02	-1.653
ILMN_2627660	NM_010715	ligase I, DNA, ATP-dependent (Lig1), transcript variant 2, mRNA. (S)	Lig1	ligase I, DNA, ATP-dependent	lig1	1.71E-02	-1.653
ILMN_1222226	NM_020505	vav 3 oncogene (Vav3), transcript variant 1, mRNA. (S)	Vav3	vav 3 oncogene	VAV3	1.64E-04	-1.646
ILMN_2826027	NM_180600	ubiquitin-conjugating enzyme E2Q (putative) 2 (Ube2q2), mRNA. (S)	Ube2q2	ubiquitin-conjugating enzyme E2Q (putative) 2	UBE2Q2	1.39E-03	-1.644

ILMN_1246576	XM_001476063	PREDICTED: similar to histone H4 (LOC100041230), mRNA. (S)	LOC100041230	histone cluster 1, H4k; histone cluster 1, H4m; histone cluster 4, H4; similar to germinal histone H4 gene; histone cluster 1, H4h; histone cluster 1, H4j; histone cluster 1, H4i; histone cluster 1, H4d; histone cluster 1, H4c; histone cluster 1, H4f; histone cluster 1, H4b; histone cluster 1, H4a; histone cluster 2, H4; similar to histone H4	Hist1h4c	3.64E-02	-1.642
ILMN_2639036	NM_010477	heat shock protein 1 (chaperonin) (Hspd1), mRNA. (S)	Hspd1	predicted gene 12141; heat shock protein 1 (chaperonin)	Gm12141	3.43E-02	-1.641
ILMN_2533694	XR_031775	PREDICTED: similar to high-mobility group box 1 (LOC667303), misc RNA. (S)	LOC667303	predicted gene 13121; predicted gene 3160; high-mobility group (nonhistone chromosomal) protein 1-like 1; predicted gene 6090; predicted gene 3851; predicted gene 8967; predicted gene 7782; predicted gene 4587; predicted gene 4689; predicted gene 3307; predicted gene 13932; predicted gene 15059; predicted gene 3565; predicted gene 15447; predicted gene 12587; predicted gene 9012; predicted gene 6115; predicted gene 9480; high mobility group box 1; predicted gene 8423; predicted gene 5853; predicted gene 8288; predicted gene 7888; predicted gene 8594; predicted gene 15387; predicted gene 5473; predicted gene 8807; similar to high mobility group box 1; similar to 2810416G20Rik protein; predicted gene 8390; predicted gene, OTTMUSG00000005439; predicted gene 5842; predicted gene 5527; predicted gene 8563; predicted gene 2710; predicted gene 12331; predicted gene 5937; predicted gene 5504; similar to high-mobility group box 1; predicted gene 10361; predicted gene 2607; predicted gene 7422; predicted gene 10075; predicted gene 12568; predicted gene 6589; predicted gene 4383; predicted gene 8031; similar to High mobility group protein 1 (HMG-1) (High mobility group protein B1) (Amphoterin) (Heparin-binding protein p30); predicted gene 7468; predicted gene 8554	LOC674543	2.52E-04	-1.640
ILMN_1242842	NM_012015	H2A histone family, member Y (H2afy), mRNA. (S)	H2afy	H2A histone family, member Y	H2AFY	1.88E-02	-1.637
ILMN_2777804	NM_175251	AT rich interactive domain 2 (ARID, RFX-like) (Arid2), mRNA. (S)	Arid2	AT rich interactive domain 2 (ARID, RFX-like); RIKEN cDNA 1700124K17 gene	ARID2	4.06E-02	-1.636

ILMN_2858359	NM_175554	claspin homolog (<i>Xenopus laevis</i>) (Clspn), mRNA. (S)	Clspn	claspin homolog (<i>Xenopus laevis</i>)	clspn	2.37E-02	-1.635
ILMN_2837855	NM_022309	core binding factor beta (Cbfb), mRNA. (S)	Cbfb	core binding factor beta	Cbfb	3.97E-02	-1.634
ILMN_2652511	NM_178198	histone cluster 1, H2bj (Hist1h2bj), mRNA. (S)	Hist1h2bj	similar to Hist1h2bj protein; histone cluster 1, H2bl; predicted gene, OTTMUSG00000013203; histone cluster 1, H2bj; histone cluster 1, H2bf; H2b histone family member; histone cluster 1, H2bn	Gm13646	2.72E-02	-1.633
ILMN_3067068	NM_025284	thymosin, beta 10 (Tmsb10), mRNA. (I)	Tmsb10	predicted gene 3787; predicted gene 9844; predicted gene 8034; similar to thymosin, beta 10; thymosin, beta 10	LOC100048142	3.57E-02	-1.632
ILMN_2962958	NM_010948	nuclear distribution gene C homolog (<i>Aspergillus</i>) (Nudc), mRNA. (S)	Nudc	nuclear distribution gene C homolog (<i>Aspergillus</i>), pseudogene 1; nuclear distribution gene C homolog (<i>Aspergillus</i>)	nudC	4.61E-02	-1.631
ILMN_1251930	NM_016777	nuclear autoantigenic sperm protein (histone-binding) (Nasp), transcript variant 2, mRNA. (S)	Nasp	nuclear autoantigenic sperm protein (histone-binding); similar to nuclear autoantigenic sperm protein; NASP	NASP	1.21E-02	-1.627
ILMN_1244773	NM_001037279	RIKEN cDNA 2700094K13 gene (2700094K13Rik), transcript variant 2, mRNA. (S)	2700094K13Rik	RIKEN cDNA 2700094K13 gene	2700094K13Rik	2.17E-02	-1.623
ILMN_1219275	NM_009031	retinoblastoma binding protein 7 (Rbbp7), mRNA. (S)	Rbbp7	retinoblastoma binding protein 7; predicted gene 6382	Gm6382	3.15E-02	-1.622
ILMN_1260286	NM_177632	cDNA sequence BC022623 (BC022623), mRNA. (S)	BC022623	family with sequence similarity 43, member A	fam43a	1.53E-03	-1.618
ILMN_2751228	NM_026023	NudC domain containing 2 (Nudcd2), mRNA. (S)	Nudcd2	NudC domain containing 2	NUDCD2	1.15E-03	-1.617
ILMN_2597653	NM_175657	histone cluster 1, H4m (Hist1h4m), mRNA. (S)	Hist1h4m	histone cluster 1, H4k; histone cluster 1, H4m; histone cluster 4, H4; similar to germinal histone H4 gene; histone cluster 1, H4h; histone cluster 1, H4j; histone cluster 1, H4i; histone cluster 1, H4d; histone cluster 1, H4c; histone cluster 1, H4f; histone cluster 1, H4b; histone cluster 1, H4a; histone cluster 2, H4; similar to histone H4	Hist1h4c	3.64E-02	-1.616
ILMN_2621385	NM_007415	poly (ADP-ribose) polymerase family, member 1 (Parp1), mRNA. (S)	Parp1	poly (ADP-ribose) polymerase family, member 1	parp1	3.74E-02	-1.615

How the deposited data were processed for this re-analysis (not part of the article)

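The intensity values were deposited by the authors as average probe signals of each array, neither background-subtracted nor normalized between arrays, and the authors also deposited quantile normalized intensities on a linear scale for part of the probes. A detection p-value for every probe and array was deposited by the authors beside the signals. The RNA was amplified, labelled and hybridized by the authors as the methods state, and the scanner software is not named. No column of per-sample values was left unused.

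The signals were quantile normalized with limma 3.58.1 in R 4.3.3, transformed to log2 and averaged over the arrays of young samples 3 and 4. Probes with a detection p-value under 0.05 in at least 7.5 of the 15 samples and a range of at least 1.2-fold were tested, which kept 11073. The platform annotation gives 20873 probes 1 gene and 9 probes several, and a probe without such a name took the name printed in Suppl. Table 1 where it gives one. Of the tested probes 8638 carry 1 gene name and 2435 do not. Aged and young samples were compared with lmFit and eBayes with an intensity trend, two-sided, with Benjamini-Hochberg adjustment over the tested probes and a threshold of 0.05. Tables were read with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9 and pandas 2.3.3.

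The procedure was tested on simulated data of the same size with 200 changed probes. It recovered 14.9% of changes of 0.5, 77.6% of changes of 1 and 89.4% of changes of 1.5 on the log2 scale, with 5 false calls, and made 0 calls where nothing had been changed. The planted gene list was recovered and 0 other lists were called. The simulated probes varied independently of each other. The simulation therefore does not show how the list test with a preset correlation behaves where genes of a list vary together.

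Gene lists for cell types and processes were written before the data were examined and after Suppl. Table 1 had been seen, so they are not blind to the paper's fold changes. Each list with at least 5 tested genes was tested with camera on the brightest tested probe of each gene with a preset correlation of 0.01, adjusted over these lists, and again with an estimated correlation. The genes named were those that the paper names from the arrays, on the probe of Suppl. Table 1 where there is one, the 8 largest called changes in each direction among probes with a gene symbol, and for each list up to 4 members with the smallest p and up to 2 with the highest signal. Immunoglobulin segments and LOC identifiers were left out of the ranking by size. Sdc1, a gene of the sorting gate, the probes of immunoglobulin segments and the other probes of named genes were added after their values were seen. Correlations between list means were computed within each age group, with exact permutation p-values and adjustment over 58 relations. The result of 1 gene that the paper names is not reported here.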

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

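The tests of the numbers of probes higher and lower and of shifted lists against other splits of the samples, and the comparison of the neutrophil and precursor B lists, were chosen after the results were seen.

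Transcripts of precursor B cells, which the paper does not report on as a group, had a mean log2 fold change of -0.89 in aged over young ASCs, and transcripts of cell division and of histones were lower with them. The histone list did not shift with an estimated correlation (camera adjusted p = 0.161). Within the 9 young samples the histone mean rose with the precursor B mean (r = 0.898, adjusted p = 0.012), and the mitosis mean did so before adjustment but not after it (Pearson r = 0.708, exact permutation p = 0.0348, adjusted p = 0.336 over 58 relations, and r = 0.528 without the 2 farthest samples), and the lists share no gene, so fewer precursor B cells in the aged sorts may account for part of the lower transcripts, although the gate that the paper shows for ASCs takes CD138-positive and IgD-negative cells, and how many precursors passed it was not measured. Normalization as the whole explanation is argued against, since the highest mean of the mitosis list over the scalings tried was -0.258 (standard error over genes 0.0838). The mean change of the neutrophil list lay 0.723 (standard error over genes 0.23) above that of the precursor B list. A larger share of plasma cells that lowers all other types alike would not give this gap. That standard error takes genes as independent, whereas the neutrophil genes had an estimated correlation of 0.467. The mature B (-0.38), basophil (-0.41), erythroid (-0.31), neutrophil (-0.17) and monocyte (-0.12) lists also had means below 0, so such a share stays open. Fewer erythroid or myeloid cells stay open (r = -0.43 of the monocyte list with the mitosis list within the young), and the relation of mitosis is not particular to precursor B cells, since within the young r was -0.721 with the plasma cell and -0.715 with the basophil list (adjusted p = 0.336 and 0.336), and within the 6 aged 0.362 with the precursor B list (exact permutation p = 0.485, and r = -0.364 without the 2 farthest samples). A change of these genes with age within ASCs was not tested and stays open too, because the precursor B mean follows age (r = -0.921) and cannot be separated from it.

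Transcripts of the endoplasmic reticulum were higher in aged ASCs together with plasma cell markers. A larger share of plasma cells in the aged sorts could raise them, but within the 9 young samples the mean of the ER secretion list was not related beyond chance to that of the precursor B and mature B lists (Pearson r = -0.304, exact permutation p = 0.435, Spearman rho = -0.5, exact permutation p = 0.178, adjusted p = 0.647 over 58 relations, and r = -0.553 without the 2 farthest samples). In the 6 aged samples it was lower with a higher neutrophil mean before adjustment (r = -0.967, exact permutation p = 0.00278, rho = -0.943, exact permutation p = 0.0167, adjusted p = 0.0806 and 0.296, and r = -0.935 without the 2 farthest samples), and in the young the ER stress mean was higher with that of the plasma cell list, with which it shares 2 genes, before adjustment (r = 0.763, exact permutation p = 0.0155, rho = 0.867, exact permutation p = 0.00451, adjusted p = 0.299 and 0.131, and r = 0.504 without the 2 farthest samples). With 9 and 6 samples this neither excludes nor bears out such a share. A change within each cell with age was not tested and stays open.

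More probes were higher than lower in aged ASCs. With the number of detected probes per sample as a covariate, 58% of the probes at an unadjusted p under 0.05 were higher, against 62.6% without it, so that stronger arrays in the aged group stay open as a possible explanation of part of the excess.

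Whether chance alone gives such results was tested with 100 splits into 9 and 6, the real one included. The number of probes at an adjusted p under 0.05 from limma (153) was reached by 1 split, the real one, and the highest other had 139, with 5 of the 6 aged samples together. For probes higher in the aged (117, highest other 91) it was 1 split, and for probes lower (36, highest other 48) 2. Such counts were rare among the splits, which makes chance an unlikely source of them, although 100 splits cannot exclude it. For the number of lists that shift with a preset correlation (12, highest other 13) it was 11, so chance cannot be excluded. With an estimated correlation 9 lists shifted, and the highest other split had 1.

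Of 148 groups of samples examined for a sample far from the others, 20 held one, where chance gives about 1 in 20. Young sample 2 lay apart in the means of the chromatin (9.654), cytosolic folding (9.476), pentose phosphate (9.752) and class switching (8.905) lists and in Idh2 (10.8) and H1f5 (8.653). Aged sample 2 lay apart in the means of the ER stress (9.939), MHC class I (10.19), p53 signaling (9.34) and class switching (8.9) lists and in Slc3a2 (10.11), Creld2 (11.13), H1f5 (8.506), Cdca7 (11.31) and Uhrf1 (10.56). The others were aged sample 3 in the electron transport mean (9.865) and Atp5j (9.475), young sample 1 and aged sample 4 in Mrpl33 (9.418 and 9.214) and aged sample 1 in Dntt (9.306).

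Transcripts of other cell types that the paper does not report on also differed or were present. The mature B list had a mean log2 fold change of -0.382 (camera adjusted p = 0.00541, and 0.028 with an estimated correlation), and the basophil and mast cell list one of -0.4134 (camera adjusted p = 0.0146, and 0.187 with an estimated correlation). Of 16 neutrophil marker genes with a probe, 13 were detected in all 15 samples.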

How the results depend on the processing

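The alternatives without young 2 and aged 2, with detected probes as a covariate, and with the authors' values for all their probes, were chosen after the results were seen. The cause was not tested for any change named below unless one is given.

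The number of probes at an adjusted p under 0.05, 153 (117 higher, 36 lower), was within 1.5-fold with neqc background correction, the authors' values over the same filter, the looser detection filter, no filter on range, robust variances, the first array only and detected probes as a covariate. It was 89 (82 higher, 7 lower) with 75th-percentile scaling, 45 (38 higher, 7 lower) with no filter, where more probes are adjusted for, 99 (66 higher, 33 lower) and 53 (34 higher, 19 lower) with the methods' t-test of equal and unequal variances, 189 (133 higher, 56 lower) without a variance trend, 702 (467 higher, 235 lower) with array weights, 215 (159 higher, 56 lower) with all 17 arrays, 333 (240 higher, 93 lower) at an adjusted p under 0.10, 434 (297 higher, 137 lower) without young 2 and aged 2 and 33 (24 higher, 9 lower) with the authors' values, all their probes and the methods' t-test. Leaving out 1 sample at a time gave 40 to 317 probes, 30 to 253 higher and 10 to 99 lower, and the total moved by over 1.5-fold without young sample 2 (255), young sample 3 (100), aged sample 1 (72), aged sample 2 (317), aged sample 3 (40), aged sample 4 (87), aged sample 6 (67). Calls shared with the main result numbered 139 with neqc, 81 with 75th-percentile scaling and 146 without young 2 and aged 2.

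At unadjusted thresholds no filter gave 3242 probes under 0.05 (1866 higher, 1376 lower) and 963 under 0.01, array weights 2389 (1027 lower) and 1162, and the authors' values with all their probes 1465 higher. With 75th-percentile scaling 275 were lower, 80.1% of the probes under 0.05 were higher against 62.6%, and 92.1% of the calls against 76.5%. Among the calls 64.2% were higher with unequal variances. Leaving out 1 sample at a time gave 1293 to 1893 probes under 0.05 (776 to 1244 higher, 498 to 770 lower) and 474 to 817 under 0.01.

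With the precursor B mean as a covariate 0 probes passed (0 higher, 0 lower), 881 had an unadjusted p under 0.05 (492 higher, 389 lower) and 189 one under 0.01. The covariate follows age (r = -0.921) and raised the median standard error from 0.208 to 0.525, which ends calls whatever their source. The histone (0.87) and mitosis (0.0223) lists reversed, as did Xbp1 (-0.35), Dntt (0.41), H1f5 (0.95), Mapk11 (-0.41), Ssr4 (-0.15) and Sel1l (-0.11). Lists that no longer passed were chromatin (-0.15), DNA replication (-0.0324), ER secretion (0.38), ER stress (0.34), MHC class I (0.43), MHC class II (0.48), plasma cell (0.43), mature B (-0.49) and basophil (-0.81), and cytosolic ribosome passed (0.38).

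With an estimated correlation the histone (-0.56, adjusted p = 0.161), MHC class I (0.46, 0.129) and basophil (-0.41, 0.187) lists no longer passed. The basophil list also missed with detected probes as a covariate (-0.34), and the neutrophil list passed with array weights (-0.38). Leaving out 1 sample at a time, ATM signaling (-0.24 to -0.17) passed without young 2, basophil (-0.50 to -0.33) missed without aged 3, erythroid (-0.35 to -0.18) passed without young 1, 6 or 8, and neutrophil (-0.27 to -0.0223) passed without young 1 or aged 4. Of 6234 values of 189 named genes under the alternatives, 429 no longer passed the threshold and 107 newly passed it with their direction kept, and 119 changed direction, 6 of them for genes that passed in the main analysis or in the alternative.

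Correlations of same-number aged and young samples were 0.183, 0.232, -0.0929, -0.0607, -0.0961, -0.0202 for replicate numbers 1 to 6 of the sample titles. Numbers 3 to 6 did not correlate best with their own, so the numbers do not pair all samples. Numbers 1 and 2 did, so something shared by the samples of each of these numbers cannot be excluded. With the number as a block, the replicate block gave 55 (47 higher, 8 lower), 47 shared with the main result, and a basophil mean of -0.29 that missed the threshold. The slide as a block was not run, because the column names give no slide, and lists were not run with the methods' t-tests, robust variances or all 17 arrays. Arrays of 1 sample had a correlation of 0.404 in the fit with all 17 arrays.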

Differences from the paper's values

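The paper retained 25988 probes, and 11073 were kept here. Under each alternative set before the data were examined the number kept also differs by more than 1.5-fold. With the authors' values, all their probes and the methods' t-test, a choice made after seeing the values, 2310 probes had an unadjusted p under 0.05, 1465 higher and 845 lower, against the paper's 2175, 1411 and 764, 770 had one under 0.01, and 33 passed after adjustment. Of the paper's 2175 probes this choice drops 119 and calls 254 others, while the main analysis drops 927, most of them through the filters, and calls 312 others.

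Of the genes that the paper names, these are in Suppl. Table 1 at a p under 0.05 and were not under 0.05 here before adjustment, and each was with the authors' values, all their probes and the methods' t-test. Bach2 was not tested here, and was also under 0.05 with no filter; the looser detection filter; young 2 and aged 2 left out; each of young 2, young 5, young 7, aged 1, aged 2, aged 3, aged 4, aged 5 left out alone. Acsm2 was not tested here, and was also under 0.05 with no filter. Acsl4 was not tested here, and was also under 0.05 with no filter; the looser detection filter; young 2 and aged 2 left out; each of young 6, young 7, aged 2 left out alone. Idh2 had an unadjusted p of 0.0706 from limma, and was also under 0.05 with the methods' t-test of equal variances; no variance trend; array weights; young 2 and aged 2 left out; each of young 2, aged 1, aged 6 left out alone. Ppard was not tested here, and was also under 0.05 with no filter. Acbd5 had an unadjusted p of 0.0512 from limma, and was also under 0.05 with no filter; the looser detection filter; the methods' t-test of equal variances; the methods' t-test of unequal variances; no variance trend; robust variances; array weights; the replicate number as a block; each of young 1, young 7, young 9, aged 2, aged 6 left out alone. Ccs had an unadjusted p of 0.0541 from limma, and was also under 0.05 with 75th-percentile scaling; no filter; the methods' t-test of equal variances; the methods' t-test of unequal variances; no variance trend; each of young 3, young 9, aged 4, aged 6 left out alone.

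The paper's Fig. 5 draws BIRC5 higher in aged ASCs, whereas Suppl. Table 1 gives it as lower and its log2 fold change here was -0.79 (standard error 0.17, adjusted p = 0.0188 from limma). The discussion describes reduced histocompatibility antigens and LMP2 in the aged, whereas Psmb9, which encodes LMP2, rose by 0.90 on the log2 scale, and 14 of 15 genes of MHC class I and all 6 of class II presentation had a higher mean, as the results section of the paper also states. The paper states that the differentially expressed genes of the respiratory chain were higher in the aged, and at an unadjusted p under 0.05 3 were higher and 2 lower here, Uqcrq and Atp5j, of which the paper also gives Atp5j as lower. The paper calls the differences in this chain marked, and none of 66 genes passed an adjusted p of 0.05 from limma.

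For histones the paper counts transcripts of clusters 1 to 3, and at an unadjusted p under 0.05 30 genes were lower and 1 higher here, in the direction that the paper states. For functional analysis the methods name a p under 0.01, unless stated otherwise, and at least 1.4-fold. At these stricter limits 13 genes were lower and 0 higher here. Suppl. Table 1 gives probes, 40 lower and 2 higher in all, and 12 lower and 0 higher at these limits. Several probes can be for 1 transcript, so they are not set against the counts of genes. Of the immunoregulators the paper states that most were higher, which at an unadjusted p under 0.05, with no limit on fold, held here for 14 genes against 4.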

Other observations

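Precursor B transcripts were seen in sorted ASCs of both ages. Rag1, of antigen receptor rearrangement, had a log2 fold change of -0.62 (standard error 0.14, adjusted p = 0.0312 from limma) and was detected in 9 of 9 young and 2 of 6 aged samples, while Arpp21 had one of -0.21 (adjusted p = 0.754 from limma).

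Neutrophil transcripts were abundant in the sorted cells. The log2 signal of S100a9 was 13.88 ± 0.38 (SD, n = 9) in young and 13.71 ± 0.39 (SD, n = 6) in aged samples, that of S100a8 12.67 ± 0.68 (SD, n = 9) in young and 12.23 ± 0.55 (SD, n = 6) in aged samples, and that of Ngp 12.50 ± 0.24 (SD, n = 9) in young and 12.04 ± 0.30 (SD, n = 6) in aged samples. The neutrophil list had a mean log2 fold change of -0.17 and did not shift (camera adjusted p = 0.165), with Prtn3 the single gene that passed when adjusted over the list alone (log2 fold change 0.62, adjusted p = 0.0894 from limma over all probes). The monocyte and macrophage list had a mean of -0.12 (camera adjusted p = 0.4), and the erythroid list one of -0.31 (camera adjusted p = 0.163).

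The interferon response list had a mean log2 fold change of -0.0043 and a median of 0.09 (camera adjusted p = 0.984) and the cytosolic ribosome list one of 0.0259 with a median of -0.0165 (camera adjusted p = 0.895), and neither shifted. The sign of camera's test was negative for both. The lists of T cells (3 genes), natural killer cells (3), plasmacytoid dendritic cells (2), stromal cells (2) and immunoglobulins (1) had too few genes to be tested.

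Of the genes that the paper measured by other methods than the arrays, Slc2a1 had a log2 fold change of 0.31 (standard error 0.27, adjusted p = 0.673 from limma) and Ldha one of -0.20 (standard error 0.19, adjusted p = 0.713 from limma) in ASCs. Pdcd1, Pdhx and G6pdx have no named probe.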
